# *In vitro* Multi-Species Biofilms of Methicillin-Resistant *Staphylococcus aureus* and *Pseudomonas aeruginosa* and Their Host Interaction during *In vivo* Colonization of an Otitis Media Rat Model

**DOI:** 10.3389/fcimb.2017.00125

**Published:** 2017-04-18

**Authors:** Mukesh K. Yadav, Sung-Won Chae, Yoon Young Go, Gi Jung Im, Jae-Jun Song

**Keywords:** biofilms, planktonic, otitis media, methicillin resistant *Staphylococcus aureus*, *Pseudomonas aeruginosa*, poly-microbial, colonization

## Abstract

*Staphylococcus aureus* (SA) and *Pseudomonas aeruginosa* (PA) are known to cause biofilm-related infections. MRSA and PA have been frequently isolated from chronically infected wounds, cystic fibrosis, chronic suppurative otitis media (CSOM), and from indwelling medical devices, and these bacteria co-exist; however, their interaction with each-other or with the host is not well known. In this study, we investigated MRSA and PA multi-species biofilm communities *in vitro* and their interaction with the host during *in vivo* colonization using an OM rat-model. *In-vitro* biofilm formation and *in-vivo* colonization were studied using CV-microtiter plate assay and OM rat-model respectively. The biofilms were viewed under scanning electron microscope and bacteria were enumerated using cfu counts. The differential gene expressions of rat mucosa colonized with single or multi-species of MRSA or PA were studied using RNA-sequencing of total transcriptome. In multi-species *in-vitro* biofilms PA partially inhibited SA growth. However, no significant inhibition of MRSA was detected during *in-vivo* colonization of multi-species in rat bullae. A total of 1,797 genes were significantly (*p* < 0.05) differentially expressed in MRSA or PA or MRSA + PA colonized rat middle ear mucosa with respect to the control. The poly-microbial colonization of MRSA and PA induced the differential expression of a significant number of genes that are involved in immune response, inflammation, signaling, development, and defense; these were not expressed with single species colonization by either MRSA or PA. Genes involved in defense, immune response, inflammatory response, and developmental process were exclusively up-regulated, and genes that are involved in nervous system signaling, development and transmission, regulation of cell growth and development, anatomical and system development, and cell differentiation were down-regulated after multi-species inoculation. These results indicate that poly-microbial colonization induces a host response that is different from that induced by single species infection.

## Introduction

Globally, *Staphylococcus aureus* and *Pseudomonas aeruginosa* (PA) are two major opportunistic pathogens that cause community-acquired and nosocomial infections. *S. aureus* and PA are the most prevalent pathogens that colonize structurally abnormal airways such as those in cystic fibrosis (CF) and other chronic obstructive lung diseases (Lyczak et al., 2002; Hubert et al., 2013). In addition, they are frequently found together in chronic wound infections (Gjødsbøl et al., 2006; Fazli et al., 2009). *S. aureus* and PA cause biofilm-related infections, and methicillin-resistant *S. aureus* (MRSA) has emerged as a clinically relevant pathogen because of its resistance to antibiotics and its ability to form biofilms (Chopra et al., 2015). Bacteria within biofilms are difficult to eradicate because being encased in a polymer matrix decreases their susceptibility to antimicrobials and immune defenses; this inherent antimicrobial resistance provides added resistance to antimicrobial therapy and host defense. In addition, during infection, the bacteria that originate in biofilms disperse as planktonic cells, which results in spread to secondary sites and progression of the infection (Hall-Stoodley and Stoodley, 2009; Lister and Horswill, 2014). MRSA and PA have been detected in biofilm-related infections such as chronic suppurative otitis media (CSOM) and chronic middle ear infections (Jung et al., 2009; Kim et al., 2015). *S. aureus* and PA have been isolated from upper respiratory tract infections including several chronic diseases such as chronic otitis media, cholesteatoma, chronic adenoiditis, chronic sinusitis, post-operative trampansomay, and nasal polyposis (Post et al., 2004; Bendouah et al., 2006; Boase et al., 2013). In chronic rhinosinusitis (CRS) patients, multi-species biofilms have been associated with enhanced mucosal inflammation, more severe osteitis, higher incidence of recurrent infection (Li et al., 2011; Dong et al., 2014), and postoperative outcomes (Singhal et al., 2011), and post-surgery progression (Bendouah et al., 2006). Furthermore, *S. aureus* and PA have been isolated from multi-species biofilms that are frequently found on indwelling medical devices such as prostheses, stents, implants, catheters, and endotracheal tube (Percival et al., 2015). Although the effect of poly-microbial infections of *S. aureus* and PA has not been well studied, some studies suggested that such poly-microbial infections are more virulent than single species infections (Hendricks et al., 2001; Pastar et al., 2013). Voggu et al. (2006) reported that *in vitro* interactions between *S. aureus* and PA are competitive and result in PA eradicating *S. aureus* (Voggu et al., 2006). However, it has been reported that during polymicrobial colonization of PA and *S. aureus*, PA does not completely inhibit the colonization of *S. aureus*; rather, *S. aureus* employs numerous defense strategies for its survival in the same ecological niche and grows as a small-colony variant (SCV) (Biswas et al., 2009). As a result of the competitive interactions between *S. aureus* and PA, an altered colony morphology strains called small colony variants (SCVs) emerges. Those SCVs are more persistent and more antibiotic-resistant strains than normal *S. aureus* (Nair et al., 2014).

Multi-species biofilm infections have important implications for management because this association will modify the clinical course of the disease, affecting the selection of antimicrobial therapy and the anticipated response to treatment. However, despite the gravity of these multi-species infections, their pathogenesis remains largely unknown. Therefore, in this study, we investigated *S. aureus* and PA multi-species biofilm communities *in vitro*, and assessed their interaction with the host during *in vivo* colonization using an otitis media rat model.

## Materials and methods

### Ethics statement

All animal experiments were performed in accordance with the guidelines of the Animal Research Committee, Korea University College of Medicine, Seoul, South Korea. The animal experiment protocol was approved by the Institute Review Board of Korea University, Guro Hospital, Seoul, South Korea (Permit Number, KOREA 2016-0019).

### Bacterial strain and culture medium

Methicillin resistant *S. aureus* (MRSA) was purchased from the Culture Collection of Antimicrobial Resistant Microbes (CCARM 3903), Seoul, Korea. *P. aeruginosa* (ATCC 27853) was obtained from the American Type Culture Collection (Manassas, VA). The selective medium for MRSA was oxacillin resistance screening agar base (ORSAB) and *Pseudomonas*-specific medium was Pseudomonas agar base (PAB), and was purchased from Oxoid limited (Hampshire, UK). 2-n-heptyl-4-hydroxyquinoline-N-oxide (HQNO) was purchased from Santa Cruz Biotechnology (Dallas, Texas, USA).

### *In vitro* single species or multispecies biofilm growth of MRSA or PA

Single- or multi-species *in vitro* biofilm growth of MRSA and PA was established in 24-well (flat-bottom) polystyrene tissue culture plates (BD Falcon, Sparks, MD, USA) using a static model and a previously described procedure (Christensen et al., 1985; Yadav et al., 2015b). The biofilm biomass was quantified using a crystal violet (CV) microtiter plate assay, and the bacterial loads within biofilms were enumerated by colony forming unit (CFU) counts. MRSA or PA cell suspensions (1 × 10^7^), individually or in combination in TSB media, were inoculated (1 mL) in 24-well polystyrene plates. The plates were incubated at 37°C for 24 h. After incubation, medium was discarded, and plates were gently washed with 1 mL sterile water. Thereafter, plates were air-dried and stained with 200 μL CV (0.1%) for 15 min. Excess stain was decanted, and plates were washed three times with sterile distilled water. The biofilm was dissolved in 1 mL (95%) ethanol and the optical density (OD) at 570 nm was measured in an automatic spectrophotometer. All experiments were performed in triplicate and the average was calculated. The experiments were repeated three times.

Alternatively, MRSA, PA, or combinations of both species were grown in TSB medium under the same conditions. CFUs were counted to quantify the number of viable cells growing in the biofilms. Biofilms were dissolved with sonication at 50 W for 10 s, serially diluted, and plated on selective medium, specifically ORSAB or PAB with CN supplement, to determine CFU-values.

To characterize the biofilm matrix, 24-h pre-established biofilms of MRSA or PA were treated with 10 mM sodium metaperiodate (Sigma, St. Louis, MO, USA), 100 μg/mL DNase I (Roche, Mannheim, Germany), 100 μg/mL alginate lyase (sigma), and 100 μg/mL proteinase K (sigma) by procedure previously described (Gutiérrez et al., 2014). The control biofilms were treated with respective buffer. The biofilms biomass was quantified as described above.

### Biofilm growth of SCVs of MRSA

*S. aureus* forms SCVs in the presence of HQNO produced by PA (Mitchell et al., 2010). To evaluate biofilm formation capability of SCVs of MRSA (3903), biofilms were grown with (20 μg/mL) HQNO, whereas the control biofilm was grown with DMSO supplementation. Biofilm biomass was quantified using a CV-microtiter plate assay as described above. The morphological variations in SCV biofilms grown with HQNO were examined using a scanning electron microscope (SEM).

### *In vivo* single species or multispecies colonization of MRSA or PA in the rat middle ear

*In vivo* single species or multispecies colonization by MRSA or PA was assessed using a previously described otitis media (OM) model (Yadav et al., 2012, 2014, 2015a). Forty pathogen-free Sprague-Dawley rats weighing 150–200 g were obtained from Koatech (Pyeongtaek, South Korea). Before the experiment, all animals were examined for abnormalities in the middle ear and were housed in an infection-free zone for 2 weeks. The rats were divided into four experimental groups. Group 1 included rats inoculated with MRSA only (*n* = 11); Group 2 was rats inoculated with PA only (*n* = 11); Group 3 included rats inoculated with a mixed culture of MRSA + PA (*n* = 11); and Group 4 was rats inoculated with media only (vehicle control; *n* = 7). The bacterial cell suspensions were prepared in TSB medium. Cell suspension (50 μL) containing 1 × 10^7^ CFU of either single species MRSA, PA, or mixed culture of the *two* species was injected into the middle ear cavity through the tympanic membrane of the right ear using a tuberculin syringe and a 27-gauge needle. The animals were euthanized using a 1:1 combination of nitrous oxide and oxygen. One week after inoculation, the rats were sacrificed using carbon dioxide inhalation, and the bulla was aseptically acquired. The tympanic membrane was removed, and the ears were irrigated to remove planktonic bacteria. The bullae from each group were dissected and cleaned, and the middle ear was visualized and photographed. The bullae were homogenized, serially diluted, and plated on selective plates to obtain CFU counts. For SEM analysis, the bullae were preserved in SEM solution.

### Visualization of *in-vitro* biofilms and *in-vivo* colonization of MRSA or PA single species or multi-species using SEM

MRSA or PA single species or multispecies *in vitro* biofilms grown in 24-well tissue culture plates for 24 h were analyzed by SEM. After a 24-h incubation, the medium with planktonic cells were discarded, and the plates were gently washed twice with sterile PBS. Samples were pre-fixed by immersion in 2% glutaraldehyde and 2.5% paraformaldehyde solution, and post-fixed for 2 h in 1% osmic acid dissolved in PBS. Samples were treated with a graded series of ethanol and *t*-butyl alcohol. The samples were freeze-dried in a freeze dryer (ES-2030 Hitachi, Tokyo, Japan), followed by platinum coating using an IB-5 ion coater (Eiko, Kanagawa, Japan), and specimens were visualized using a S-4700 field emission scanning electron microscope (Hitachi).

Similarly, for SEM analysis of *in vivo* colonization by MRSA or PA, the rat bullae from representative groups were dissected and cleaned of unwanted tissue, and the middle ear was carefully opened. The bullae were preserved in glutaraldehyde and paraformaldehyde solution. The rest of the protocol (pre-fix, post-fix, dehydration, etc.) was the same as that described previously for *in vitro* biofilms.

### Total RNA extraction and transcriptome sequencing using rat mucosa colonized with single or multi-species of MRSA or PA

Rats from representative groups were sacrificed as described above, and the bullae were acquired. Bullae were immediately dissected, and the middle ear was exposed and preserved in RNAlater (Qiagen, Hilden, Germany). The mucosal membrane of the bullae preserved in RNAlater solution was carefully scraped and preserved in fresh RNAlater solution until RNA extraction. Total RNA was isolated using a Qiagen RNeasy kit (Qiagen, Hilden, Germany) in accordance with the manufacturer's instructions. RNA was quantified using a nano-drop, and the RNA quality was assessed by analysis of rRNA band integrity using an Agilent RNA 6000 Nano kit (Agilent Technologies, Palo Alto, CA, USA). Ahead of cDNA library construction, 2 μg of total RNA and magnetic beads with Oligo (dT) were used to enrich poly(A)-containing mRNA. Subsequently, the purified mRNA was disrupted into short fragments, and double-stranded cDNA was immediately synthesized. The cDNA was subjected to end-repair and poly(A) addition, and was connected with sequencing adapters using the TruSeq RNA sample prep kit (Illumina, CA, USA). Suitable fragments that were automatically purified using a BluePippin 2% agarose gel cassette (Sage Science, MA, USA) were selected as templates for PCR amplification. The final library sizes and qualities were evaluated electrophoretically using an Agilent high sensitivity DNA kit (Agilent Technologies, CA, USA) and the fragment was determined to be between 350 and 450 bp. Subsequently, the library was sequenced using an Illumina HiSeq2500 sequencer (Illumina, CA, USA).

Low quality reads were filtered according to the following criteria; reads containing more than 10% of skipped bases (marked as “N”s), reads containing more than 40% of bases with quality scores <20, and reads with average quality scores <20. The entire filtering process was performed using the in-house scripts. Filtered reads were mapped to the human reference genome (Ensembl release 72) (Flicek et al., 2013) using aligner STAR v.2.3.0e (Dobin et al., 2013).

Gene expression levels were measured with Cufflinks v2.1.1 (Trapnell et al., 2010) using the gene annotation database of Ensembl release 72. The non-coding gene region was removed with the mask option. To improve the accuracy of measurement, multi-read-correction and fragbias-correct options were applied, whereas all other options were set to default values. For differential expression analysis, gene level count data were generated using the HT Seq-count v0.5.4p3 (Anders et al., 2015) tool with the option “-m intersection-nonempty” and -r option, considering paired-end sequences.

Based on the calculated read count data, differentially expressed genes (DEG) were identified using the R package TCC (Sun et al., 2013). The TCC package applies robust normalization strategies to compare tag count data. Normalization factors were calculated using the iterative DEGES/edgeR method. Q-values were calculated based on the *p*-value using the p.adjust function of the R package with default parameter settings. DEGs were identified based on a q-value threshold < 0.05. Gene ontology (GO) and KEGG pathway analysis of the DEGs were performed using STRING version 10.

### Quantification of gene expression using real-time RT-PCR

RNA-sequencing gene expression results were confirmed by real-time RT-PCR. Eighteen DEGs, and one house-keeping gene, glyceraldehyde-3-phosphate dehydrogenase (GAPDH), were analyzed by real-time RT-PCR. The gene sequences were downloaded from the NCBI gene bank, and primers were designed using primer express software (Table 1). cDNA synthesis was performed using a PrimeScript first strand cDNA synthesis kit according to the manufacturer's instructions (TaKaRa Bio Inc., Kusatsu, Japan). The amplification reaction was performed in an ABI Prism 7300 real-time PCR system (Applied Biosystems, Foster, CA, USA) in a total volume of 20 μL. The reaction mixture consisted of 10 μL of 2 × SYBR Green PCR Master Mix (Roche Applied Science, Indianapolis, IN, USA), 2.5 pmol of each forward and reverse primer, and 4 μL cDNA. The PCR reaction mixture was incubated as follows: initial denaturation at 95°C for 10 min, followed by 45 cycles of DNA denaturation at 95°C for 15 s, primer annealing and extension at 56°C for 1 min, and a final extension step at 72°C for 5 min. A control reaction without reverse transcriptase was included in each real-time RT-PCR experiment to check for cDNA contamination with genomic DNA. The relative quantification of gene expression in rat mucosa inoculated with *S. aureus*, PA, or mixed culture, with respect to the type of media, was performed using the 2^−ΔΔCT^ method (Livak and Schmittgen, 2001), and the gene expression values were normalized to those of the housekeeping gene, GAPDH.

**Table 1:** **List of primers used in this study**.

**Serial number**	**Gene name**	**Sequence**	**Base pairs**	**Amplicon size**
1	*KERA*	F: CCG TCG AGG GGT TTT GAT GT	20	246
		R: CAT CGG GAT TGG TGG CTT GA	20	
2	*GPD1*	F: AAC AGG TGC TGA CAT CCT GG	20	254
		R: AGC CAA TGG TCG TCT CAC AG	20	
3	*ACTA1*	F: CTC TTG TGT GTG ACA ACG GC	20	124
		R: CCC ATA CCG ACC ATG ACA CC	20	
4	*EEF1A2*	F: TCG GAT CCT CGT TAC GCC G	19	195
		R: GCC GGC GGT TTT ATC TCT CT	20	
5	*HRC*	F: CTT CCA GGA GCC ATG GTT GT	20	138
		R: CCA GGG ATA CCT GCG TTG TT	20	
6	*FOXD1*	F: GGT ACT CTG CAC CAA GGG AC	20	130
		R: CCC ATC CGT AGA AAG GAG CC	20	
7	*MYH1*	F: AGT TGC ATC CCT AAA GGC AGA	21	148
		R: GGC TTG TTC TGA GCC TCG AT	20	
8	*SYNPO2L*	F: GGG TAC CAG CAC CTC AAC TT	20	233
		R: TAA GAG CTG GTC CCT CTC CC	20	
9	*TNMD*	F: GTC CCA CAA GTG AAG GTG GA	20	148
		R: TGC CTC GAC GGC AGT AAA TA	20	
10	*MYOM2*	F: GGT ACT CCT CAT CTT TCT GGG AA	23	134
		R: TCG ATG CAT ATC GGT CCA GG	20	
11	*RPS9*	F: CGT TTC TCT TTG TCA CGG GC	20	192
		R: CCT CCA CAC CTC ACG TTT GT	20	
12	*MMP12*	F: CTC CCA TGA ACG AGA GCG AA	20	170
		R: GGT GTC CAG TTG CCC AGT TA	20	
13	*ITGB2*	F: TTG TCA ACA CCC ATC CCG AG	20	215
		R: AAT TTC CTC CGG ACA GGC AG	20	
14	*CST7*	F: GCA TAC ACC TCA GAT TTT TGT TCC A	25	235
		R:TAG TTC GGC CGA TTT CCA CC	20	
15	*SCTR*	F: GTC ATT CGA GGG CCT GTG AT	20	197
		R: GGG GAG AAG GCG AAG ACA AT	20	
16	*APOC1*	F: CAT AGT GGT GGG AGG TGG TG	20	103
		R: AGG AAG TGC GAT GAA GAG CC	20	
17	*CD69*	F: GCGATATGCTGGTGGACTGA	20	111
		R: GACCCTGTCACGTTGAACCA	20	
18	*CCNO*	F: CCAGTCGTTGCAGCCCATTA	20	261
		R: ACCTCTCGGCAAGTCAAAGG	20	

### Statistical analysis

Values were calculated as the mean of individual experiments that were performed in triplicate, and compared to those of the control groups. Differences between mean values were assessed using a Student's *t*-test. Statistical significance was set at *p* < 0.05.

## Results

### *In vitro* single species or multispecies biofilm growth of MRSA or PA

To assess the growth of MRSA and PA in single and multi-species biofilms, *in vitro* single and multi-species biofilms were grown on polystyrene plates that allowed for bacterial attachment and biofilm formation. The biofilms were quantified using a CV-microtiter plate assay after removing planktonic cells. The CV-microtiter plate assay detected significantly (*p* < 0.05) increased biofilm biomass in multi-species biofilms of MRSA and PA, compared to single species biofilms of either MRSA or PA (Figure 1A). The OD_570_-values of single species biofilms of MRSA and PA were 0.7 and 1.8, respectively; however, that of the multi-species biofilm was 2.0. These results indicated that total biomass of multi-species biofilms were higher than that of single species biofilms, which might be because of the accumulation of extracellular polysaccharide (EPS) and cells from both species. Thus, both species contributed to increased biofilm biomass.

**Figure 1:**
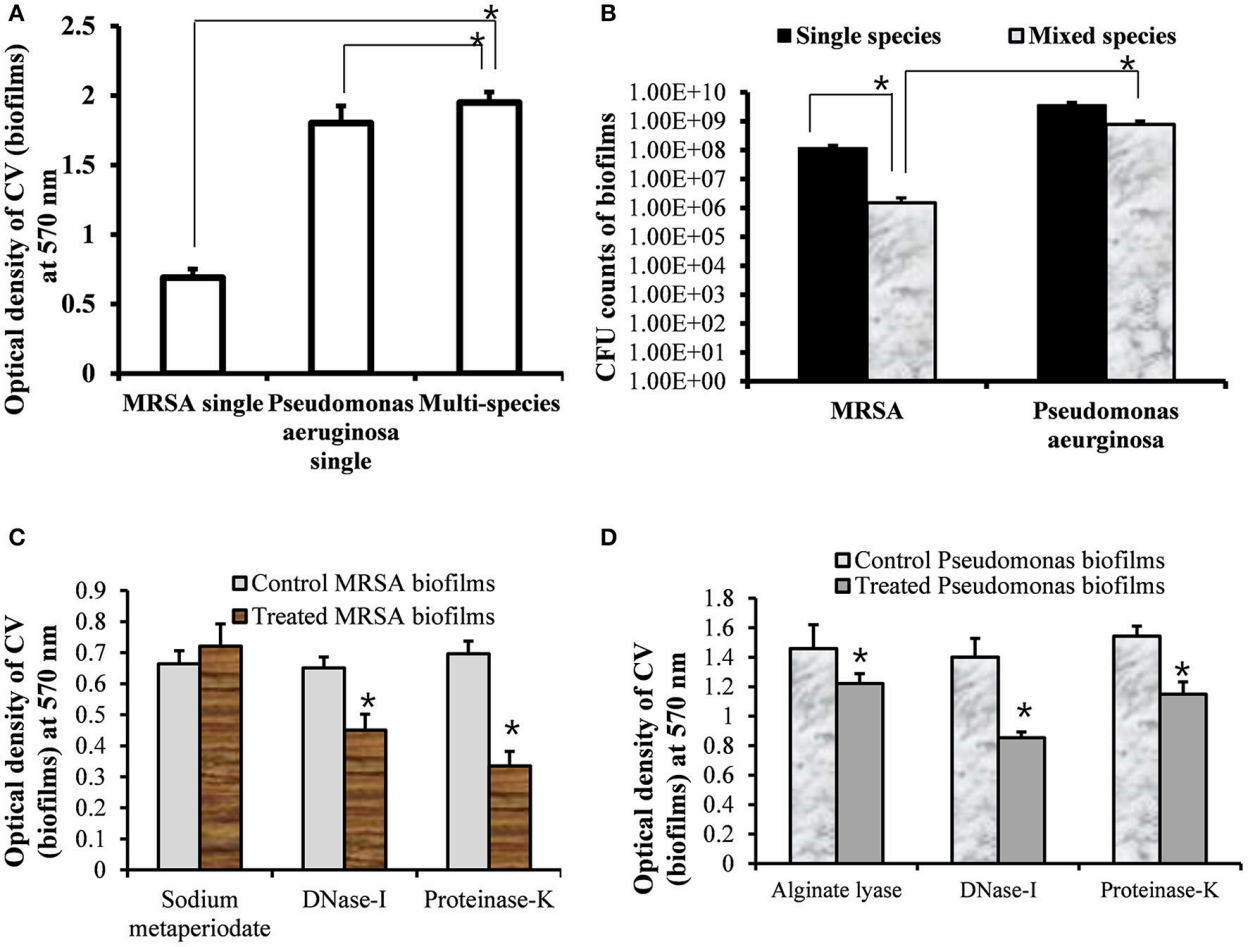
**Quantification of single- and multi-species *in vitro* biofilms of methicillin-resistant *Staphylococcus aureus* (MRSA) and *Pseudomonas aeruginosa* (PA). (A)** Quantification of single-species and multi-species biofilms of MRSA or PA using crystal violet microtiter plate assays. **(B)** Colony forming unit (CFU) counts of bacteria within single- and multi-species biofilms of MRSA or PA. **(C)** Eradication of pre-established MRSA biofilms with sodium metaperiodate (SM), DNase I and proteinase K with respect to control (untreated). **(D)** Eradication of PA pre-established biofilms with alginate lyase, DNase I, and proteinase K. The error bars represent the standard deviation from the mean value. The results were compared using a Student's *t*-test (^*^p < 0.05).

To further evaluate the viable bacteria in single or multi-species biofilms, CFUs were enumerated. The CFU counts showed significantly higher numbers of bacteria in single species biofilms than in multi-species biofilms of either MRSA or PA (Figure 1B). In single species biofilms, the CFU counts for MRSA and PA were 1 × 10^8^ and 4 × 10^9^, respectively. In multi-species biofilms, PA inhibited the growth of MRSA. The CFU counts of MRSA and PA in multi-species biofilms were 1 × 10^6^ and 8 × 10^8^, respectively. The CFU counts for PA were significantly (*p* < 0.05, approximately 2.6 log values) higher than those of MRSA. These results indicated that PA and MRSA could exist together in multi-species *in vitro* biofilms. However, the decreased CFU counts for MRSA indicated that PA partially inhibited the growth of MRSA in multi-species biofilms.

The treatment of pre-established biofilm of MRSA with DNase I and Proteinase K significantly (*p* < 0.05) decreased biofilm biomass in compare to control biofilms (Figure 1C). However, no effect of sodium metaperiodate was detected. These results indicate that MRSA biofilms contains e-DNA and proteins, and the MRSA produce *ica*- independent biofilms. Previous studies reported no effect of sodium metaperiodate on MRSA biofilms (Fitzpatrick et al., 2005). Treatment of PA biofilms with DNase I and proteinase K significantly (*p* < 0.05) reduced biofilms biomass. However, very low biofilm eradication activity of alginate lyase was detected on pre-established biofilms of PA (Figure 1D). PA is known to produces at least three types of exopolysaccharides. The mucoid PA strains predominantly produce alginate exopolysaccharide (Hentzer et al., 2001), and non-mucoid strains produce the Pel and Psl polysaccharides for biofilm formation (Wozniak et al., 2003). ATCC 27853 is a standard non-mucoid strain (Li et al., 2001). These results indicate that PA (ATCC 27853) biofilms contains DNA and proteins along with polysaccharides primarily the Pel and Psl.

MRSA or PA single-species or multi-species *in vitro* biofilms were analyzed using SEM. SEM analysis revealed that single-species biofilms were compact, and cells were connected to the bottom of the plate and to each other (Figures 2A,B). The multi-species biofilms were also compact, and the bacteria were interconnected to each other and to the surface. In multi-species biofilms, the biofilm debris or may be EPS was visible that were not visible in single species biofilms of either MRSA or PA (Figure 2C). As expected in multi-species biofilms, fewer *S. aureus* bacteria were visible than PA, indicating that PA partially inhibited MRSA growth in the biofilm state.

**Figure 2:**
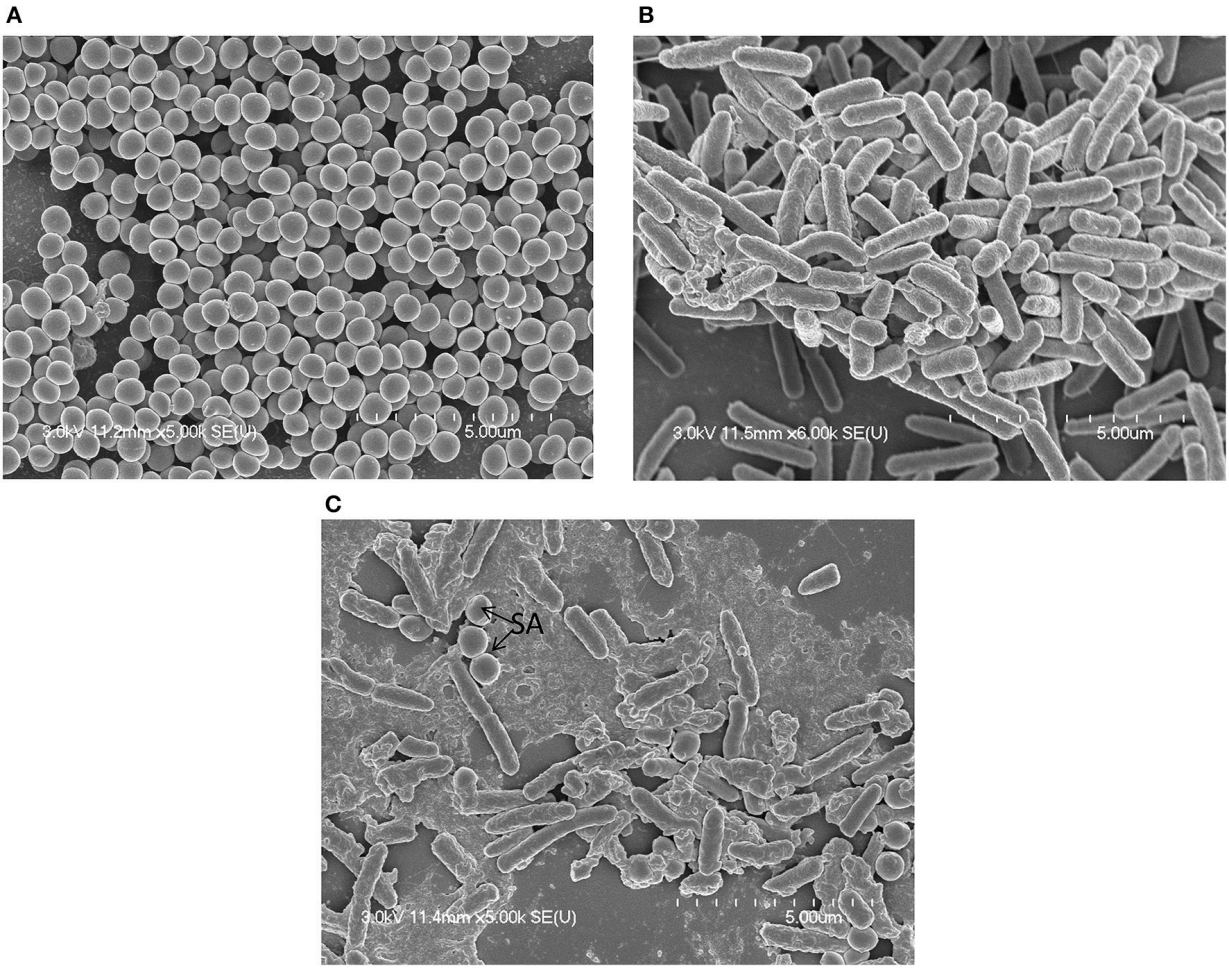
**Scanning electron microscope (SEM) images of *in vitro* biofilms of single or multi-species methicillin-resistant *Staphylococcus aureus* (MRSA) and *Pseudomonas aeruginosa* (PA). (A)** Representative SEM image of MRSA single species biofilms. **(B)** Representative SEM images of PA single species biofilms. **(C)** Representative SEM images of multi-species biofilms of MRSA and PA.

### SCVs of MRSA enhance biofilm formation

The *in vitro* biofilm formation ability of MRSA 3903 SCVs was evaluated by culturing biofilms in the presence or absence of HQNO. CV-microtiter plate assay results showed no significant decrease in MRSA biofilm biomass in the presence of 20 μg HQNO (Figure 3). SEM images revealed no significant difference between SCV biofilms and phenotypically normal MRSA biofilms (Figure 4). These results indicate that MRSA 3903 could form SCVs, and that MRSA could exist in multi-species biofilms with PA.

**Figure 3:**
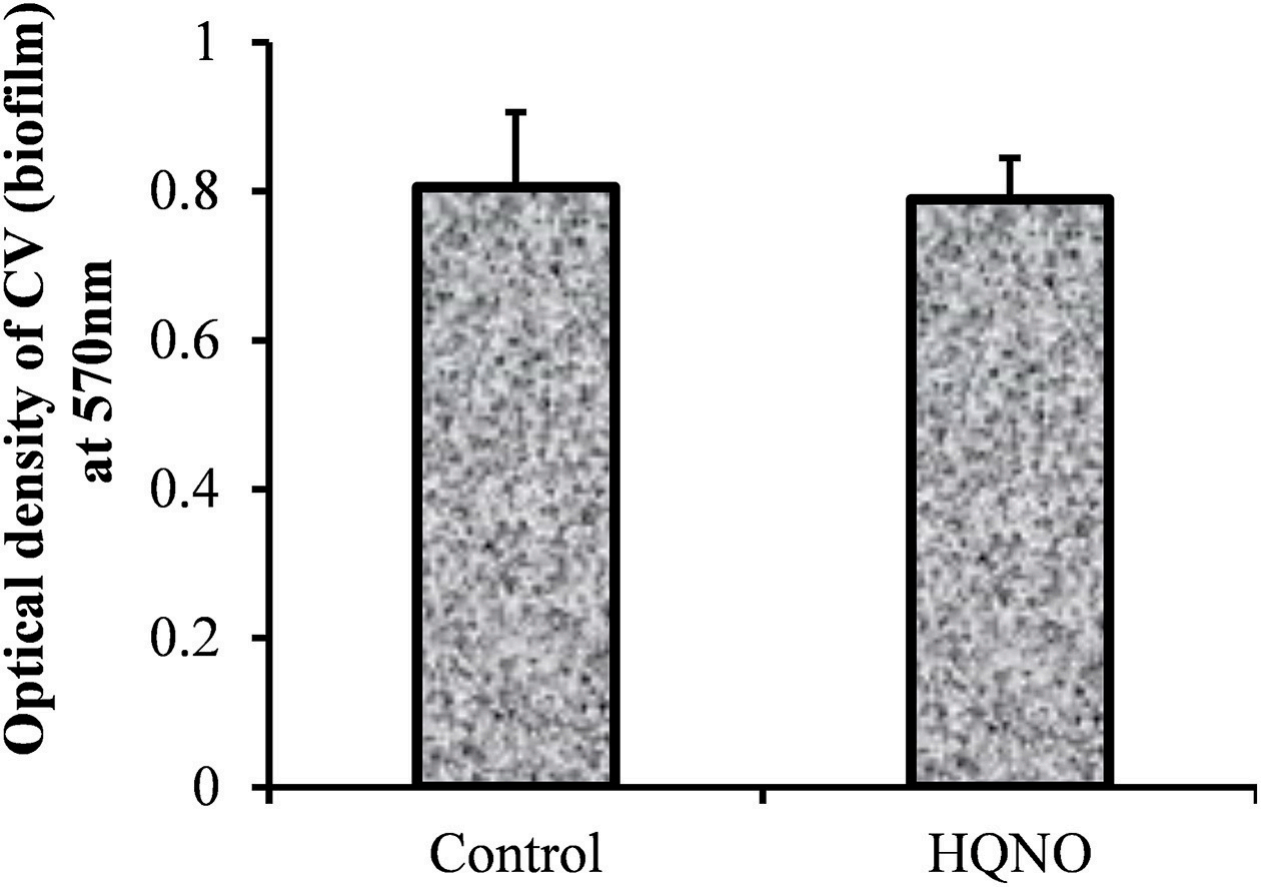
***In vitro*** **biofilm growth of methicillin-resistant *Staphylococcus aureus* (MRSA) small colony variant**. *In vitro* biofilm growth of MRSA supplemented with HQNO (20 μg/mL) or without HQNO. The biofilm biomass was detected by a crystal violet microtiter plate assay. Error bars represent standard deviation from the mean value.

**Figure 4:**
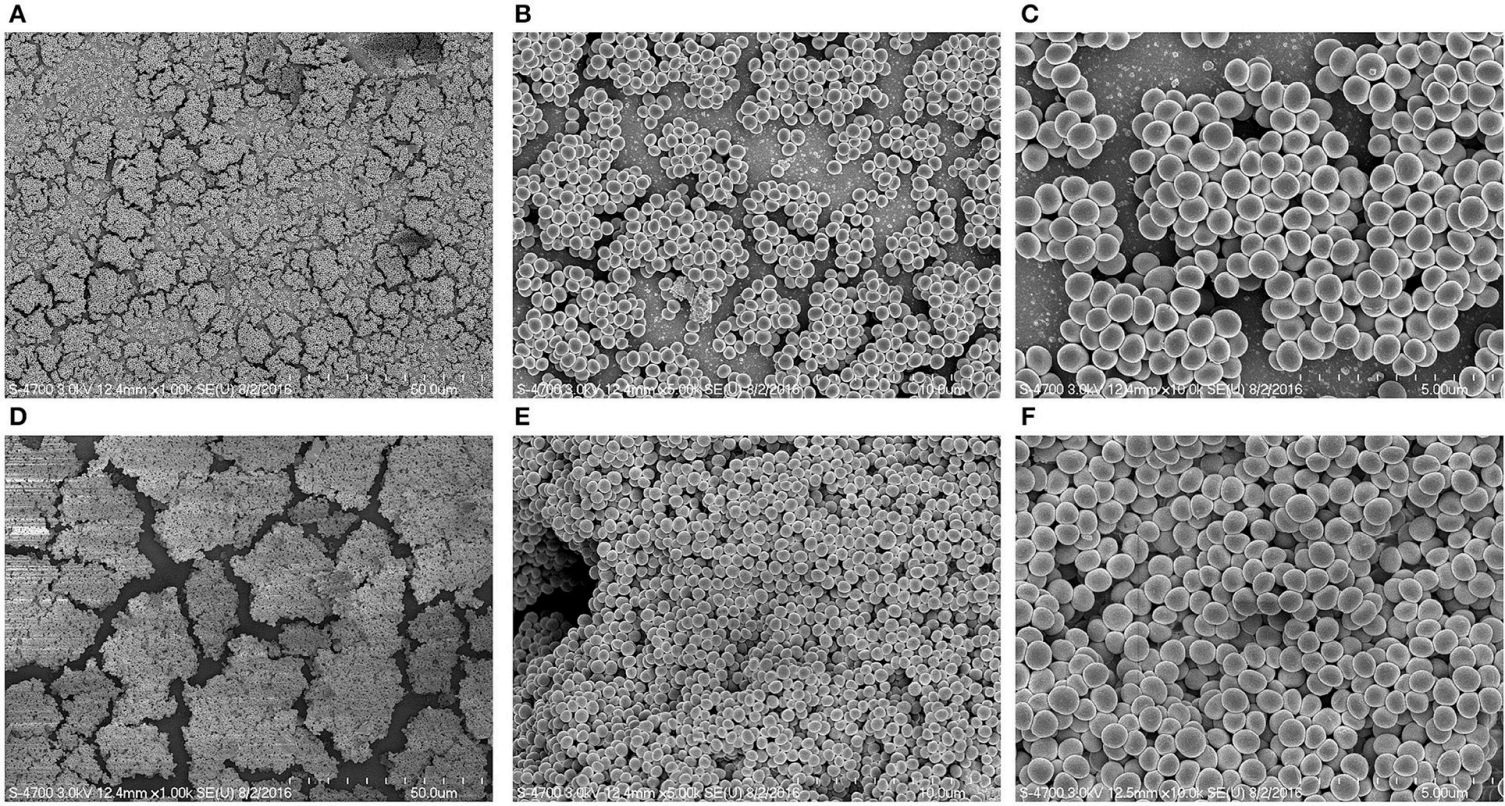
**Scanning electron microscopic (SEM) image of methicillin-resistant *Staphylococcus aureus* (MRSA) biofilms grown with and without HQNO**. Images **(A–C)** are representative SEM images of control biofilms (DMSO). **(D–F)** Representative SEM images of biofilm growth with 20 μg/ml HQNO. Scale bar = 5, 10, 50 μm.

### *In vivo* colonization of MRSA and PA alone or together in the rat middle ear

Rats were sacrificed 1 week after inoculation, and bullae were acquired. The representative rat bullae were dissected and photographed (Figures 5A–D). The rat bullae inoculated with media only (vehicle control) were clear with no sign of mucosal inflammation or bacterial colonization (Figure 5A). However, the rat bullae inoculated with MRSA or PA alone or together were filled with a sticky fluid and showed signs of bacterial colonization. The mucosa was thick, swollen, and showed signs of severe inflammation (Figures 5B–D). The mean CFU counts for the rat bullae inoculated with MRSA and PA alone were 2.63 × 10^5^ (*SD* = 1.07 × 10^5^) and 4.50 × 10^5^ (*SD* = 7.07 × 10^4^), respectively. A higher number of PA CFUs, compared to MRSA CFUs, was recovered from rat bullae inoculated with either MRSA or PA alone; however, this difference was not significant. The CFU counts for MRSA and PA in the rat bullae inoculated with both species were 1.34 × 10^5^ (*SD* = 1.1 × 10^5^) and 1.10 × 10^5^ (*SD* = 7.3 × 10^4^), respectively (Figure 5E). No significant difference in CFU counts between MRSA and PA were detected in multi-species-inoculated rat bullae. However, the CFU counts for PA alone were significantly high than those of PA in multi-species inoculations.

**Figure 5:**
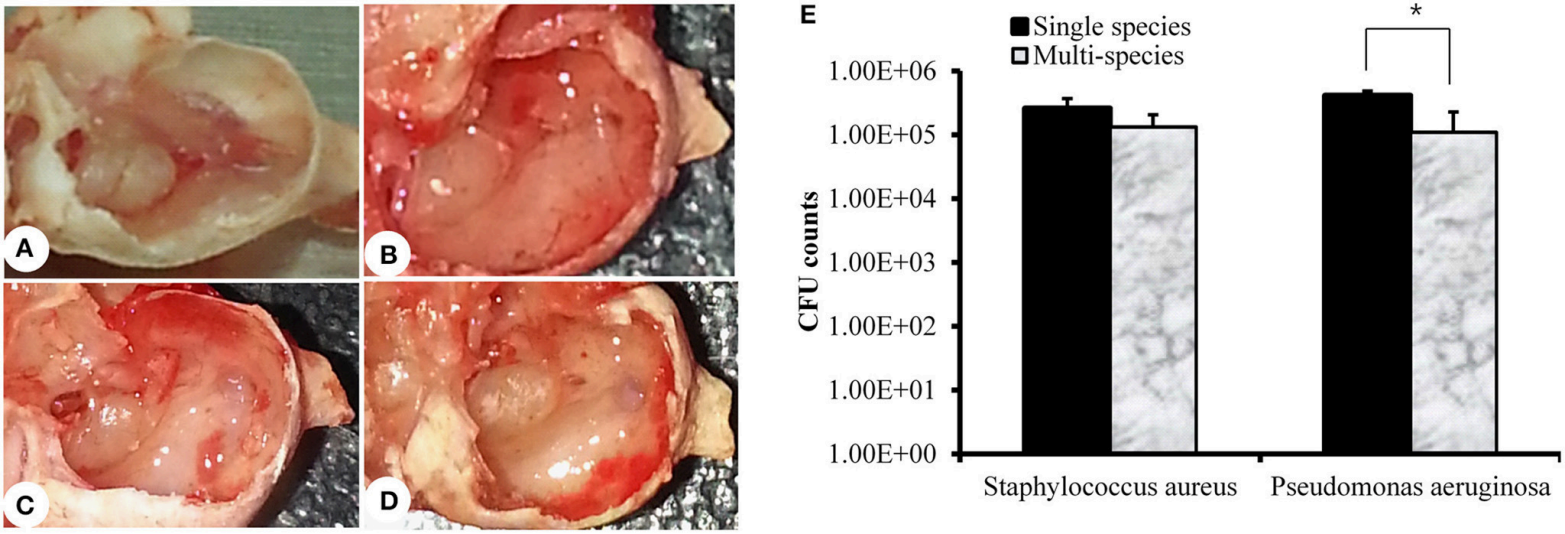
**Quantification of methicillin-resistant *Staphylococcus aureus* (MRSA) and *Pseudomonas aeruginosa* (PA) in the rat middle ear. (A)** Digital image of rat bulla inoculated with media only. **(B)** Digital image of rat bulla inoculated with MRSA only. **(C)** Digital images of rat bulla inoculated with PA only. **(D)** Digital image of rat bulla inoculated with multi-species (MRSA + PA). **(E)** Colony forming unit (CFU) counts for rat bullae inoculated with single or multi-species MRSA or PA in the rat middle ear.

### Visualization of *in vivo* colonization of MRSA and PA alone or in combination

SEM images of rat middle ears inoculated with MRSA, PA, MRSA + PA, or control inoculum are shown in Figure 6. In the control middle ear, the ciliated epithelium in the hypotympanum area and Eustachian tube orifice were intact (Figures 6A–C). In the MRSA, PA, or MRSA + PA treated groups, the entire middle ear was covered with cell debris or biofilm EPS. The tips of the cilia were invisible due to the deposition of cell debris (Figures 6D–L).

**Figure 6:**
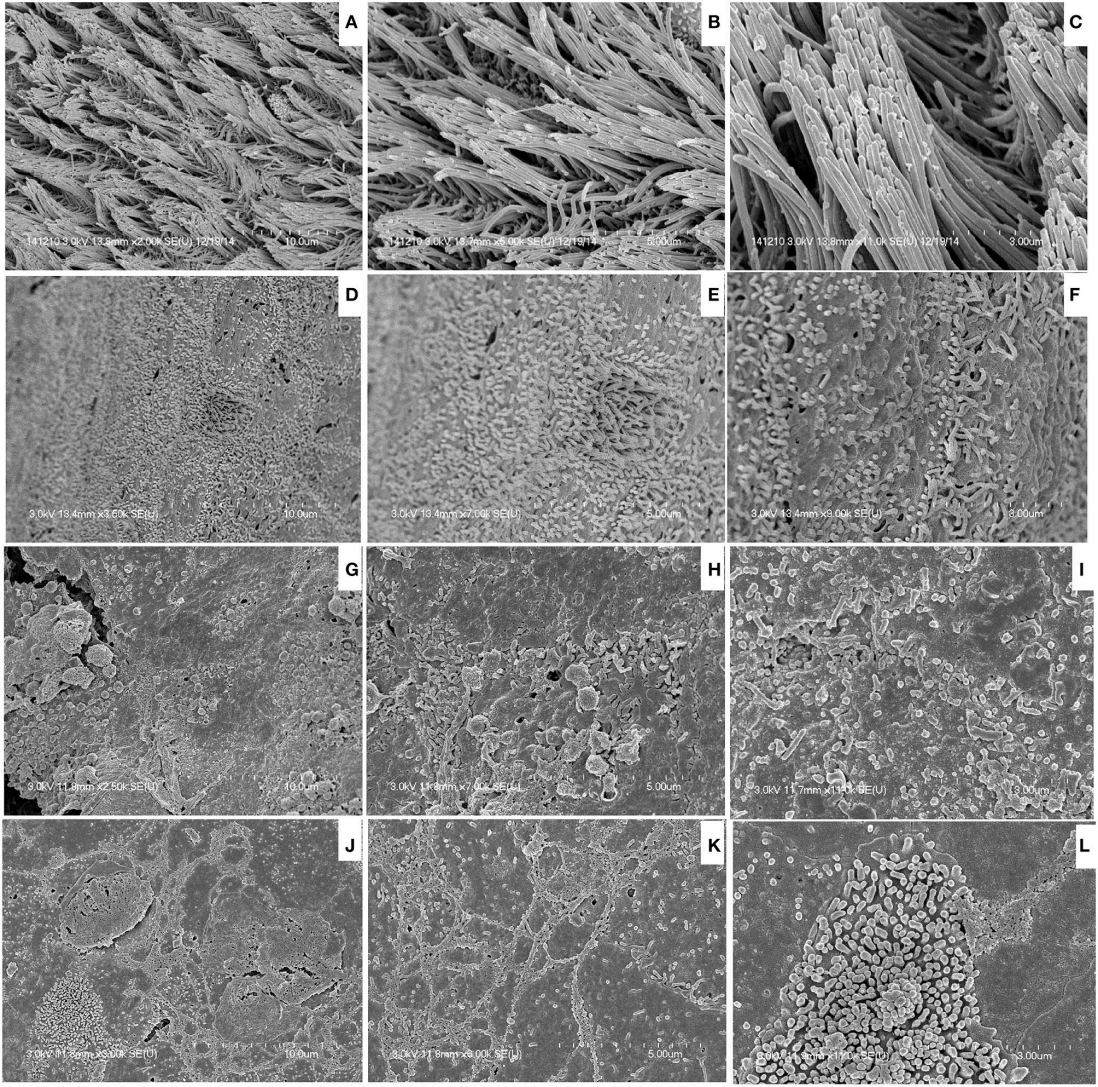
**Scanning electron microscope (SEM) images of bullae inoculated with methicillin-resistant *Staphylococcus aureus* (MRSA) and *Pseudomonas aeruginosa* (PA) as a single or multi-species inoculum. (A–C)** Representative SEM images of no procedure control. **(D–F)** Representative SEM images of rat bullae inoculated with SA only. **(G–I)** Representative SEM images of rat bullae inoculated with PA only. **(J–L)** Representative SEM images of rat bullae inoculated with a mixed culture of MRSA and PA.

### Transcriptome sequencing of rat mucosa inoculated with MRSA, PA, or a combination of the two

Total raw data reads in all samples ranged from 50 to 65 million, with an average of approximately 55 million raw reads per sample. 

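For sequencing, RNA came from the lining scraped from rat middle ears 1 week after inoculation. Rats were given medium, or an injection through the eardrum of 50 µL of MRSA, PA or mixed suspension holding 10000000 CFU. The paper lists 7 rats given medium and 11 rats for each bacterial inoculum, and its text does not name how many rats gave RNA to each library. Each inoculum and the medium control is represented by 1 library, so a comparison sets 1 library against 1 library and no difference could be checked against replicates. The submitters' processing notes name STAR 2.3.0e for mapping, Cufflinks 2.1.1 for expression and edgeR. The deposited tables give FPKM (sequenced fragments scaled to transcript length and to library size) for 27832 features, and the authors' comparisons with media give a log2 ratio, a p-value and a q-value. The features lie on 20 numbered chromosomes and X, as in the rat, while the paper's methods name the human reference; the tables name no genome build, so positions are given by chromosome only. FPKM carries no read counts, so the depth behind a value is unknown and no interval can be put around it; the read totals of the libraries are those of the paper's Figures 7A,B. A log2 difference here is the log2 ratio of 2 libraries after 0.1 FPKM was added to each value. It was taken for the 15944 features with a mean of at least 1 FPKM, and a difference of at least 2-fold was counted; no p-value was computed. Lists of genes for cell types and pathways are described by their median log2 difference, set beside 10000 random lists of the same size and similar expression. The lists, the filter, the 2-fold rule and the alternatives were set before the data were examined, except where a choice is named as made later.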

The average mRNA insert size detected by sequencing and mapping was 159 bp. The uniquely mapped reads ranged between ~50 and 55 million; there were ~5 million mapped reads and ~6 million unmapped reads (Figure 7A). There were ~58 million total reads, 55 million genome reads, and 43 million gene reads (Figure 7B). The gene reads were ~20 K, known genes were ~5 K, known plus new isoforms were ~12 K, and novel genes were ~5 K (Figure 7C). 

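The mucosa gave high levels of secreted, immune and matrix transcripts. BPIFA1, a secreted protein of airway epithelium, had 25725 FPKM in media, 11118 in MRSA, 7472 in PA and 13362 in MRSA + PA. B2M, the light chain of MHC class I, was at 1772, 4739, 3479 and 4447 FPKM in the same order, and SPP1 (osteopontin, made by macrophages and bone cells) at 3308, 2276, 2179 and 5466 FPKM. Transcripts above 0 FPKM were found for 21633 features in media, 21868 in MRSA, 21898 in PA and 21504 in MRSA + PA, while 4870 of the 27832 features were listed at 0 in all 4 libraries. At 1 FPKM or more there were 15834, 15742, 15711 and 15320.0. By annotation, the features above 0 comprised 4469 to 4706 known genes per library, 11830.0 to 11887 known genes with new isoforms and 5205 to 5354 genes without earlier annotation. The 269 features shorter than 300 bp held 54.0% of all FPKM in media, 63.1% in MRSA, 59.6% in PA and 49.2% in MRSA + PA. A single unnamed feature of 101 bp was the largest in each library, with 23.4%, 46.8%, 34.7% and 25.9% of the FPKM sum. Skeletal muscle genes held 2.22% of the FPKM of longer features in media, 0.910% in MRSA, 0.110% in PA and 0.0963% in MRSA + PA. Less muscle tissue in the MRSA sample is taken up in the additional observations at the end. Whether scraping depth or the infection set these shares was not tested.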

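Each inoculated library held more T cell and macrophage transcripts than the media library, and fewer transcripts of skeletal muscle, red blood cell precursors and Schwann cells. T cell genes, which encode the antigen receptor complex and its signalling partners, had list medians (log2 difference from media) of 2.06 in MRSA, 1.97 in PA and 1.84 in MRSA + PA. Macrophage and monocyte genes, for lysosomal and lipid-handling proteins and surface receptors, had medians of 1.63 in MRSA, 1.09 in PA and 1.17 in MRSA + PA. The skeletal muscle list, contractile and calcium-handling proteins, stood at -1.40 in MRSA, -6.27 in PA and -6.31 in MRSA + PA. Erythroid genes had medians of -2.15 in MRSA, -3.08 in PA and -1.96 in MRSA + PA; among them HBA1, a haemoglobin chain (1 of 2 features with that name), had 7850.4 FPKM in media, 1436 in MRSA, 749.9 in PA and 1319.8 in MRSA + PA, and HBB, its partner chain, 3672, 814, 409 and 790.2 FPKM. Schwann cell and myelin genes had medians of -1.08 in MRSA, -1.19 in PA and -1.18 in MRSA + PA. Each of these 15 medians lay outside all 10000 random lists. With 1 FPKM in place of 0.1 added before the ratio, the muscle medians were -4.50 in PA and -4.53 in MRSA + PA. Of the 15944 features that passed the filter, 1350 were at least 2-fold higher than media in MRSA and 789 lower. In PA 1602 were higher and 1243 lower, and in MRSA + PA 1240 higher and 1249 lower. Without the filter the counts were 2310 and 2024 in MRSA, 2921 and 2638 in PA and 2055 and 2780 in MRSA + PA. The split also depends on scaling. With the filter kept, libraries were rescaled to equal FPKM sums, counted without the skeletal muscle list. Of the features at least 2-fold apart, 42.9% in MRSA were then higher (main 63.1%), as were 60.2% in MRSA + PA (main 49.8%). The same rescaling moved the median log2 difference of all features past the filter. It went from 0.05 to -0.22 in MRSA and from 0.05 to 0.21 in MRSA + PA. Features under 300 bp set most of this step: over longer features the FPKM sums were 779182 in media, 750911 in MRSA, 692953 in PA and 759778 in MRSA + PA.

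**Figure D1:**
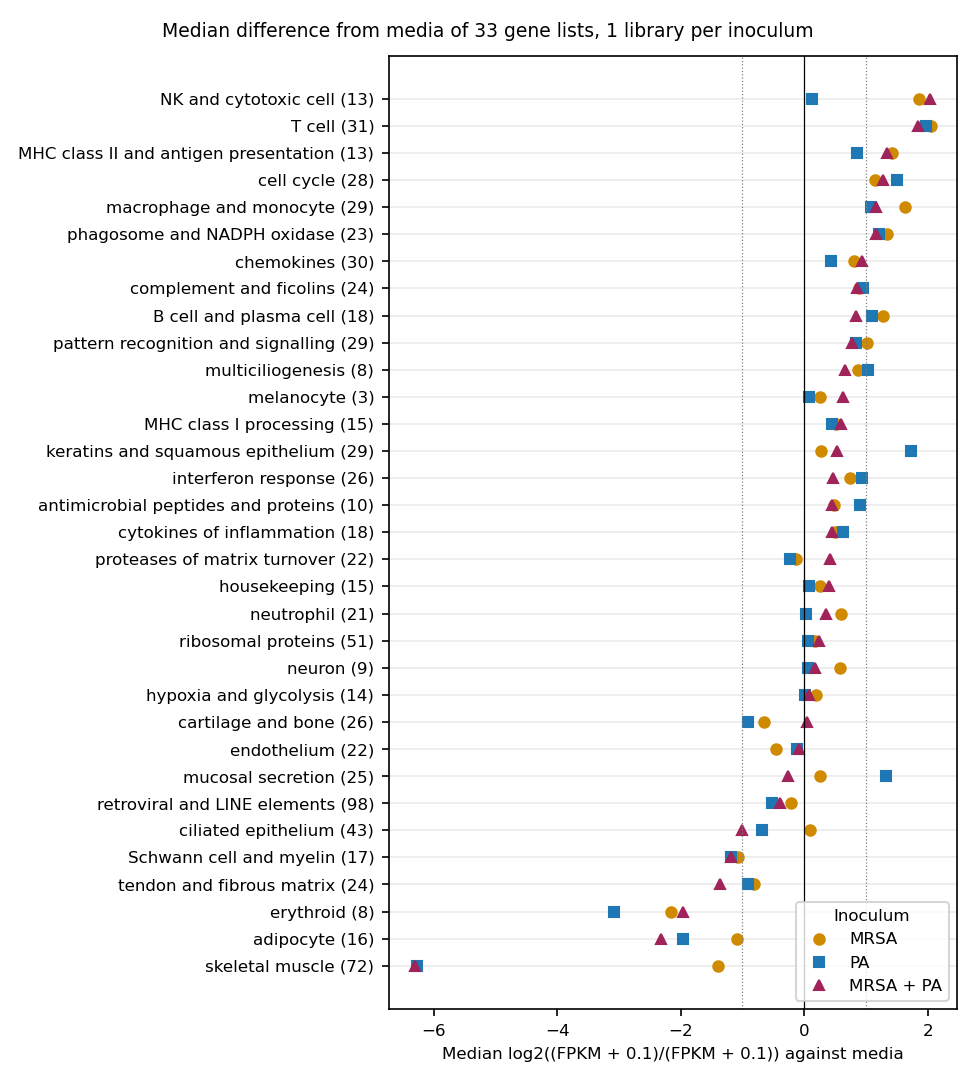
Median log2 difference from media of 33 gene lists (points: MRSA, PA and MRSA + PA, dotted lines at 1 and -1). T cell genes lie to the right, as do NK genes except in PA. Skeletal muscle genes lie far to the left in PA and MRSA + PA. After rescaling to equal FPKM sums, the side of 0 changes in MRSA for the ciliated, keratin, mucosal secretion, ribosomal, melanocyte, hypoxia and housekeeping lists. After that rescaling it also changes in PA for hypoxia and in MRSA + PA for endothelium. Under median-of-ratios scaling it changes in PA for the neutrophil, ribosomal, neuron and hypoxia lists and in MRSA + PA for cartilage.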

A total of 1797 genes were significantly (*p* < 0.05) differentially expressed in all three treatments with respect to the control (media). Among them, 973 were upregulated > 1-fold and 824 were downregulated > 1-fold.

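Among named features with a mean of at least 5 FPKM, those furthest from media included muscle transcripts in PA and MRSA + PA, immunoglobulin segments in all 3 libraries and cornified epithelium genes in PA. TNNC2, the calcium sensor of fast muscle, had 1698 FPKM in media, 581 in MRSA, 0.682 in PA and 0.213 in MRSA + PA; CKM, muscle creatine kinase, had 1028, 409, 0.187 and 0.0901 FPKM, MB (myoglobin) 1177, 461, 0.888 and 0.138 FPKM and MYL2, a myosin light chain, 1487, 503, 2.43 and 0 FPKM. Of the 10 named features furthest below media, 9 belonged to the skeletal muscle list in MRSA + PA and 9 in PA, against 0 in MRSA, where MOBP, a myelin protein, was at 11.7, 0.234, 9.20 and 3.15 FPKM. Immunoglobulin variable segments, made by B cells and plasma cells, were 7 of the 10 named features furthest above media in MRSA + PA, 7 in MRSA and 3 in PA. HVM21_MOUSE, a heavy chain segment, had 0, 15.7, 258 and 34.9 FPKM in media, MRSA, PA and MRSA + PA. In PA the features furthest above media included KRT1, a keratin of cornifying cells (0.224, 0.917, 465 and 0.0308 FPKM), SPRR1A, a cornified envelope precursor (161 FPKM in PA, under 1 in MRSA and MRSA + PA and listed at 0 in media), SPINK7, an epithelial protease inhibitor (0, 0.766, 248 and 0.108 FPKM), and a 208 bp feature of KRT6A (0, 7.77, 489 and 8.00 FPKM; 5 features carry this name). Of the 10 furthest above media, 9 were listed at 0 in media for each inoculum, so no fold is given for them. The extremes also held short features: a 117 bp feature of NEDD4, a ubiquitin ligase with 34 features of that name, was at 7857 FPKM in media and listed at 0 elsewhere, and a 108 bp feature of HVM44_MOUSE (12 features) was at 18856 in MRSA, 14065 in MRSA + PA and listed at 0 in media and PA. The 973 features called up and 824 called down in any comparison of the authors' deposited tables are 1795 distinct features, with 2 in both groups.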

**Figure 7:**
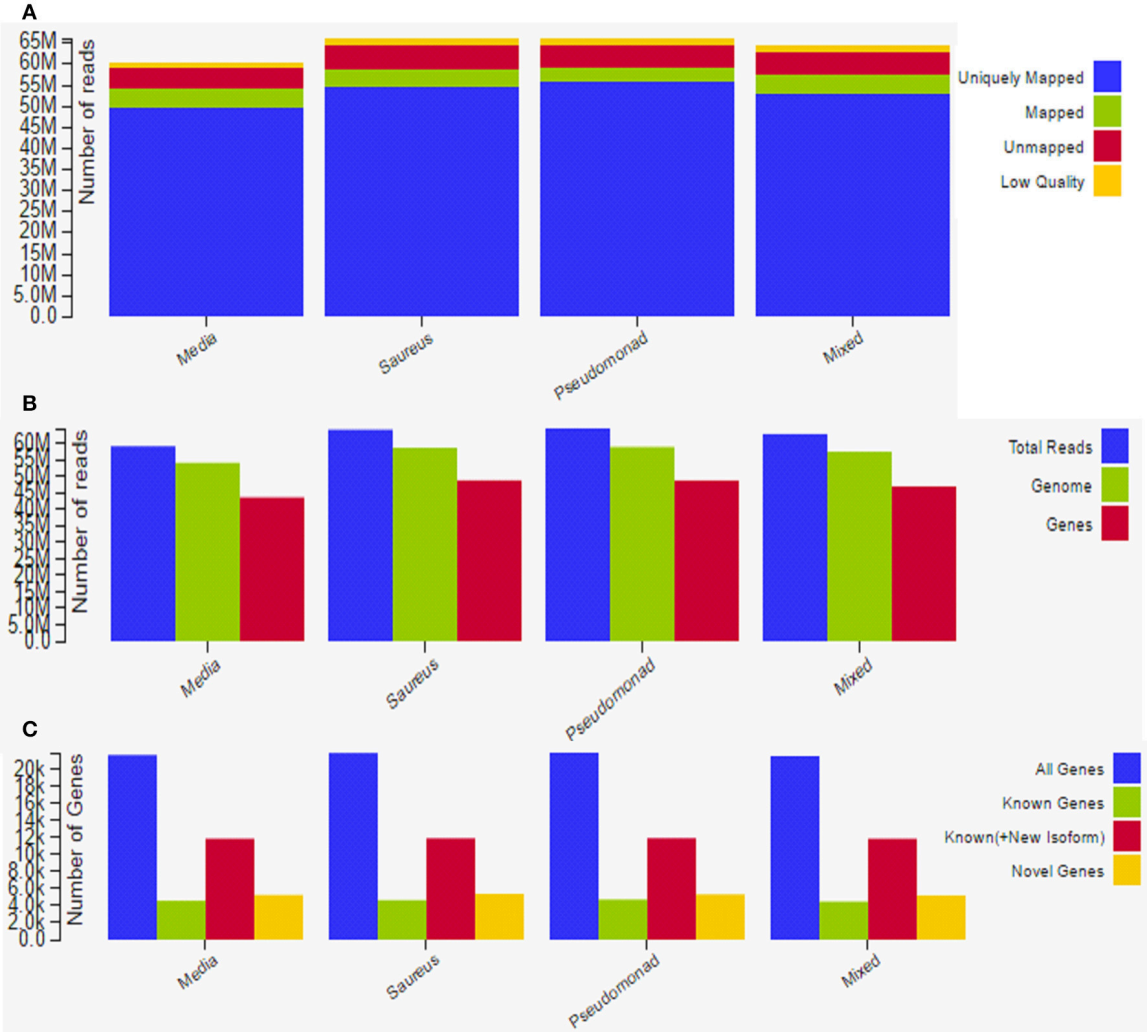
**Overview and summary of raw data analysis after transcriptome sequencing to assess gene expression in rat middle ear mucosae inoculated with methicillin-resistant *Staphylococcus aureus* (MRSA) or *Pseudomonas aeruginosa* (PA) as a single species or multi-species inoculum. (A)** Graphical representation of uniquely mapped, mapped, and unmapped reads. **(B)** Graphical representation of total reads, gene reads, and genome reads. **(C)** Graphical representation of novel genes, known genes, and all genes.

### Differential gene expression

A total of 360, 634, and 504 genes were significantly (*p* < 0.05) upregulated in multi-species, MRSA and PA, colonized rat middle ear mucosae (Figure 8A). 

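As lists, B cell, chemokine and interferon-response genes lay above media with all 3 inocula, with chemokines going both ways. B cell and plasma cell genes had list medians of 1.28 in MRSA, 1.11 in PA and 0.85 in MRSA + PA (log2). IGJ, which joins secreted IgA and IgM, had 30.2 FPKM in media, 229 in MRSA, 101 in PA and 122 in MRSA + PA. Chemokines, which draw white blood cells into tissue, had medians of 0.81 in MRSA, 0.44 in PA and 0.94 in MRSA + PA. Of these 30 genes, 12, 12 and 15 were at least 2-fold higher and 4, 6 and 4 lower. CCL9, an attractant of myeloid cells, was at 9.26, 134, 50.3 and 69.9 FPKM in the same order, CXCL10, an interferon-induced attractant of T cells, at 1.04, 9.40, 5.52 and 9.70 FPKM, and CXCL13, an attractant of B cells, at 10.3, 43.2, 69.6 and 33.4 FPKM. CCL11, an eosinophil attractant, went the other way, with 26.2, 5.46, 0.127 and 0.0909 FPKM. Interferon-response genes had medians of 0.74 in MRSA, 0.94 in PA and 0.47 in MRSA + PA; IRF8, a transcription factor of myeloid cells and B cells, had 55.6, 149, 117 and 125 FPKM. Of the random lists, 99.9% or more lay below each of these 9 medians. Among features with a mean of at least 5 FPKM the B cell median in PA was 0.61. The authors' deposited tables call 634 features up in MRSA, 504 in PA and 360 in MRSA + PA at p under 0.05. That is the threshold of the paper's results. With q under 0.05, the threshold of the paper's methods, the up calls numbered 36, 60 and 20.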

Among 360 upregulated genes in multi-species-colonized rat mucosae, 113 (31%) were similar to those of MRSA, and 22 (6.1%) were similar to those of PA. 

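NK and cytotoxic T cell genes were shared by MRSA and MRSA + PA and were near the media level in PA. This list, of granule proteases and killer cell receptors, had medians of 1.86 in MRSA, 0.13 in PA and 2.05 in MRSA + PA (log2). Of its 13 genes, 11 were at least 2-fold higher than media in MRSA, 2 in PA and 13 in MRSA + PA. GZMM, a granule protease, had 4.92 FPKM in media, 25.0 in MRSA, 2.77 in PA and 26.3 in MRSA + PA, and GZMK, a related protease, 1.52, 4.42, 0.771 and 7.14 FPKM. CTSW, a protease of cytotoxic lymphocytes, was at 8.44, 22.8, 11.5 and 27.6 FPKM in the same order, and TBX21, the transcription factor that drives interferon-gamma production in these cells, at 0.447, 1.64, 0.334 and 1.71 FPKM. The medians in MRSA and MRSA + PA exceeded all 10000 random lists, while that in PA lay at percentile 58.2. The authors' deposited tables call 113 features up in MRSA + PA and MRSA but not in PA, and 22 in MRSA + PA and PA but not in MRSA. Counted with those called in all 3, MRSA + PA shared 276 up calls with MRSA and 185 with PA; the shared media library by itself makes such lists overlap.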

The three treatments shared 163 genes whose expression was upregulated. Moreover, 62 genes were exclusively upregulated during multi-species colonization. Among them, the 42 genes upregulated by ≥1.5-fold and encoding proteins of known functions are shown in Table 2. 

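T cell receptor components and the interleukin-1 family members IL1B, IL1RN and IL36B were among the genes higher with all 3 inocula. CD3D, CD3E and CD3G, the signalling chains of the T cell receptor, had 5.60 FPKM in media, 37.5 in MRSA, 33.6 in PA and 38.4 in MRSA + PA (CD3D), 4.30, 29.9, 27.5 and 24.5 FPKM (CD3E) and 6.65, 39.9, 35.8 and 43.1 FPKM (CD3G). CXCR6, a homing receptor of tissue T cells, was at 7.39, 41.0, 34.4 and 34.7 FPKM in the same order and ICOS, a costimulator of activated T cells, at 5.75, 24.3, 40.7 and 20.9 FPKM. Of the 31 T cell genes, 29, 28 and 29 were at least 2-fold higher than media in MRSA, PA and MRSA + PA. Inflammatory cytokines had list medians of 0.50 in MRSA, 0.63 in PA and 0.45 in MRSA + PA (log2), above 99.7% or more of the random lists. Of these 18 genes, 6, 8 and 6 were at least 2-fold higher than media and 0, 1 and 0 lower. IL1B, a driver of fever and neutrophil entry, had 17.3 FPKM in media, 57.1 in MRSA, 65.1 in PA and 54.6 in MRSA + PA; IL1RN, which blocks its receptor, 6.28, 59.7, 73.5 and 47.8 FPKM; and IL36B, an epithelial relative, 1.18, 16.4, 8.94 and 11.2 FPKM. GPNMB, a glycoprotein of lipid-laden macrophages, was at 177, 1187, 743 and 648 FPKM. Of the 163 features called up in all 3 of the authors' deposited tables, 48 remain with p under 0.01 and 2 with q under 0.05.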

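Immunoglobulin and T cell receptor segments, and PLA2G2D, were among the genes called up with MRSA + PA alone. LV2B_MOUSE, an immunoglobulin light chain segment, had 33.2 FPKM in media, 57.9 in MRSA, 65.6 in PA and 233 in MRSA + PA. PLA2G2D, a secreted phospholipase of lymphoid tissue, was at 2.56, 7.02, 3.76 and 12.3 FPKM in the same order, and ELL3, a transcription elongation factor, at 6.56, 14.0, 10.0 and 24.6 FPKM. Set directly against the single inocula, LV2B_MOUSE differed by 2.01 (log2) from MRSA and 1.83 from PA, PLA2G2D by 0.80 and 1.68, and ELL3 by 0.80 and 1.28. Among the 62 features as a group, 41 were at least 2-fold higher in MRSA + PA than in MRSA, 42 than in PA and 33 than in both. These are 17, 21 and 13 with 1 FPKM added, and 42, 43 and 35 with 0.01. Media was listed at 0 for 37 of the 62, 27 had a mean under 1 FPKM and 14 carry no gene name. With q under 0.05, 8 features were called in MRSA + PA alone in the authors' deposited tables, and with p under 0.01, 21. Asking in addition that both single inocula lie within 1.5-fold of media left 8 of the 62.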

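The named genes of Table 2 include genes of antigen presentation, cytotoxic lymphocytes, innate sensing and iron uptake. TFRC, the transferrin receptor, had 29.5 FPKM in media, 49.4 in MRSA, 33.1 in PA and 95.6 in MRSA + PA. JAK3, which carries cytokine signals in lymphocytes, was at 6.13, 15.4, 19.8 and 17.8 FPKM in the same order, and TLR7, a sensor of single-stranded RNA, at 5.50, 17.9, 15.0 and 16.2 FPKM. LAT, an adaptor of the T cell receptor, had 9.88, 26.0, 25.9 and 33.8 FPKM; CORO1A, an actin-binding protein of white blood cells, 55.4, 159, 155 and 165 FPKM; and CD8A, the coreceptor of cytotoxic T cells, 4.67, 27.0, 11.1 and 20.3 FPKM. C3, the central complement component, had 34.0, 121, 208 and 124 FPKM, a log2 difference from media of 1.83 in MRSA, 2.61 in PA and 1.86 in MRSA + PA. Of the named genes of Table 2, 4 are on the NK list and 3 each on the MHC class II, complement and keratin lists. Of its 44 features, 44 were at least 2-fold higher than media in MRSA + PA, 36 in MRSA and 23 in PA. Directly compared, 4 were at least 2-fold higher in MRSA + PA than in MRSA, 18 than in PA and 3 than in both; after rescaling to equal FPKM sums, 13 were higher than in MRSA and 7 than in both. The authors' deposited tables call 9 of the 44 up in MRSA + PA alone and the other 35 in at least 1 single inoculum as well.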

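Fat and tendon genes, taken as lists, lay below media in all 3 inoculated libraries. Adipocyte genes, for lipid storage and adipokines, had list medians of -1.09 in MRSA, -1.96 in PA and -2.31 in MRSA + PA (log2). Of these 16 genes, 8, 8 and 9 were at least 2-fold lower than media and 2, 0 and 0 higher. ADIPOQ, the hormone adiponectin, had 35.4 FPKM in media, 6.79 in MRSA, 1.14 in PA and 0.271 in MRSA + PA, and PLIN1, the coat protein of fat droplets, 3.40, 0.670, 0.0153 and 0 FPKM. Tendon and fibrous matrix genes had medians of -0.81 in MRSA, -0.91 in PA and -1.36 in MRSA + PA. Of these 24 genes, 7, 12 and 13 were at least 2-fold lower than media and 0, 1 and 0 higher. THBS4, a tendon matrix protein, was at 204 FPKM in media, 56.7 in MRSA, 4.91 in PA and 8.09 in MRSA + PA. COL1A1, a chain of type I collagen, was at 3463, 1872, 1704 and 1171 FPKM in the same order. Cartilage and bone genes had medians of -0.65 in MRSA and -0.90 in PA; in MRSA + PA the median was 0.04, and -0.02 under median-of-ratios scaling. COMP, a cartilage matrix protein, had 42.4, 21.3, 2.14 and 0.682 FPKM, while COL9A1, a chain of cartilage collagen, had 0.0642, 2.10, 27.3 and 1.52 FPKM. The medians of these lists lay below all 10000 random lists, except the one for cartilage and bone in MRSA + PA (percentile 35.3). The skeletal muscle share of the FPKM sum was lower in the same 3 libraries. Among the calls of the authors' deposited tables, 192 in MRSA, 373 in PA and 348 in MRSA + PA have an infinite log2 ratio, which is a library listed at 0. With q under 0.05, the down calls number 10 in MRSA, 50 in PA and 117 in MRSA + PA.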

A total of 580, 401, and 481 genes were significantly (*p* < 0.05) downregulated in multi-species-, MRSA-, and PA-colonized rat middle ear mucosae (Figure 8B). Among the 580 downregulated genes after multi-species colonization, 75 genes (12.9%) were similar to those associated with MRSA, and 168 (28.9%) genes were similar to those associated with PA. 

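Fast muscle genes were lowest in PA and MRSA + PA and lay between these and media in MRSA. MYLPF, a light chain of fast myosin, had 1948 FPKM in media, 830.0 in MRSA, 1.46 in PA and 0.580 in MRSA + PA. MYL1, another light chain, was at 1249, 428, 1.00 and 0 FPKM in the same order, and SLN, which slows the calcium pump of muscle, at 247, 142, 0 and 0 FPKM. CA3, muscle carbonic anhydrase, had 222, 55.8, 23.3 and 16.7 FPKM, and TPM1, a tropomyosin also made outside skeletal muscle, 1044, 513, 404 and 411 FPKM. Of the 72 genes of the list, 62 were at least 2-fold lower than media in MRSA, 68 in PA and 69 in MRSA + PA. Set directly against the single inocula, the list median of MRSA + PA was -4.90 (log2) against MRSA and -0.17 against PA. In the authors' deposited tables, 75 features were called down in MRSA + PA and MRSA but not PA, and 168 in MRSA + PA and PA but not MRSA. With those called in all 3, MRSA + PA shared 252 down calls with MRSA and 345 with PA, an overlap to which the shared media library contributes.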

Among 160 genes exclusively downregulated after multi-species colonization, 88 genes that were downregulated by ≥1.5-fold and encoding known proteins are shown in Table 3. 

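Table 3 holds genes of cilia, neurons and skeletal muscle, and elements of retroviral origin. LDLRAD1, a membrane protein of multiciliated cells, had 12.1 FPKM in media, 5.51 in MRSA, 3.28 in PA and 0.594 in MRSA + PA. KIF19, a kinesin that sets cilium length, was at 1.08, 0.294, 0.0536 and 0 FPKM in the same order. Outside Table 3, MLF1, a partner of ciliary proteins, was at 81.6, 54.5, 21.8 and 16.5 FPKM and DNAH9, a dynein motor of motile cilia, at 7.24, 4.81, 2.80 and 2.46 FPKM. The ciliated epithelium list had medians of -0.68 in PA and -1.01 in MRSA + PA (log2), below all 10000 random lists; in MRSA it was 0.09, and -0.17 after rescaling to equal FPKM sums. ACTC1, the actin of heart and developing muscle, was at 62.9, 33.5, 0.0294 and 0 FPKM. Elements of retroviral and LINE origin, which are repeated across the genome, had medians of -0.21 in MRSA, -0.52 in PA and -0.40 in MRSA + PA; among those with a mean of at least 5 FPKM the median in MRSA + PA was -1.49, and without a filter that in PA was -0.02. Of the 87 features of Table 3, 8 genes belong to the ciliated list, 9 to the neuron list, 5 to the skeletal muscle list, and 18 features are retroviral or LINE elements. At least 2-fold lower than media were 87 in MRSA + PA, 41 in MRSA and 72 in PA, of which the last 2 are 15 and 43 with 1 FPKM added. Against the single inocula, 72 were at least 2-fold lower in MRSA + PA than in MRSA, 34 than in PA and 32 than in both. With 1 FPKM added these are 34, 13 and 12, and with 0.01 the last 2 are 52 and 52. The authors' deposited tables call 77 of the 87 down in MRSA + PA alone; 30 are listed at 0 there, and 28 of these 30 are under 1 FPKM in PA.

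**Figure D2:**
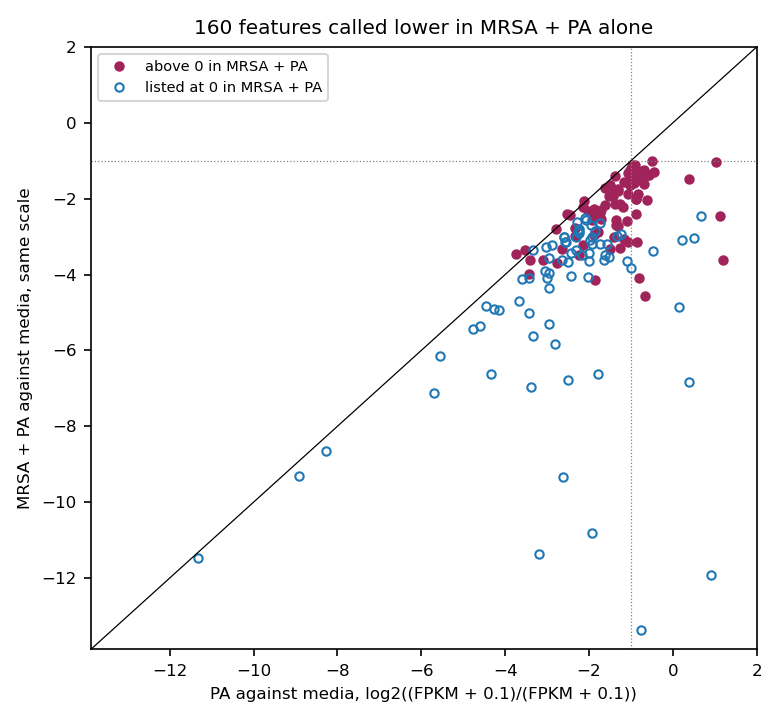
Log2 difference from media in PA (x axis) and in MRSA + PA (y axis) for the 160 features called down in MRSA + PA alone in the authors' deposited table; the diagonal marks equal values. Filled points are above 0 in MRSA + PA, and open points are listed at 0 there, so that their height depends on the 0.1 FPKM added.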

The gene ontology (GO) of upregulated and downregulated genes in multi-species inoculated rat mucosae is shown in Figures 9A,B. The GO analysis of 42 protein-encoding genes that were upregulated (≥1.5-fold) after multi-species colonization revealed that genes involved in defense, immune response, inflammatory response, and developmental process were exclusively upregulated after multi-species inoculation (Figure 9A). 

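Defence genes of complement and pattern recognition, taken as lists, lay above media in all 3 inoculated libraries. Complement genes had list medians of 0.88 in MRSA, 0.95 in PA and 0.85 in MRSA + PA (log2). Of these 24 genes, 10, 11 and 10 were at least 2-fold higher than media and 1, 2 and 2 lower. CFB, which builds the alternative pathway convertase, had 97.1 FPKM in media, 223 in MRSA, 263 in PA and 206 in MRSA + PA, and C3AR1, a receptor for the C3a fragment on myeloid cells, 4.38, 11.6, 17.7 and 8.54 FPKM. Pattern recognition genes, sensors of microbial surfaces and nucleic acids, had medians of 1.02 in MRSA, 0.83 in PA and 0.78 in MRSA + PA. Of these 29 genes, 15, 13 and 8 were at least 2-fold higher than media. CLEC4E, a receptor for bacterial and fungal glycolipids, was at 10.6, 45.4, 37.3 and 48.4 FPKM in the same order, TLR2, a sensor of bacterial lipoproteins, at 11.2, 40.3, 33.0 and 28.9 FPKM, and TLR8, an RNA sensor, at 4.93, 21.0, 21.7 and 16.1 FPKM. Antimicrobial genes had medians of 0.48 in MRSA, 0.91 in PA and 0.45 in MRSA + PA, with 4, 5 and 3 of 10 at least 2-fold higher than media and percentiles of 99.5, 100.0 and 98.8 among random lists; SLPI, a protease inhibitor of mucosal fluid (1 of 3 features), had 185, 1041, 526 and 963 FPKM, and LCN2, which withholds iron from bacteria, 49.6, 115, 513 and 72.7 FPKM. DEFB4, a beta-defensin, was listed at 0 in media, MRSA and MRSA + PA and stood at 127 FPKM in PA, the library in which cornified epithelium genes such as KRT10 were highest too. Neutrophil genes had medians of 0.60 in MRSA and 0.36 in MRSA + PA; in PA the median was 0.04, and -0.03 under median-of-ratios scaling. Within that list, CSF3R, the receptor for granulocyte growth factor, had 2.25, 9.04, 30.4 and 10.1 FPKM, CXCR2, a neutrophil chemokine receptor, 1.37, 4.35, 15.2 and 5.89 FPKM, and TREM1, an amplifier of neutrophil activation (1 of 2 features), 1.00, 7.36, 7.44 and 6.77 FPKM. The complement and pattern recognition medians exceeded all 10000 random lists in each inoculum.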

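Genes of myelinating Schwann cells were lower than media in each inoculated library, while neuron genes were split. MBP, a myelin protein, had 75.7 FPKM in media, 34.1 in MRSA, 44.8 in PA and 31.6 in MRSA + PA. S100B, a calcium-binding protein of glia, was at 29.8, 7.20, 8.80 and 4.87 FPKM in the same order, and NCMAP, a membrane protein of myelinating cells, at 19.6, 9.19, 8.62 and 2.26 FPKM. Of the 17 Schwann cell genes, 9, 10 and 11 were at least 2-fold lower than media in MRSA, PA and MRSA + PA. The skeletal muscle, adipocyte and tendon lists had medians below media in the same libraries. Among neuron genes, GAP43, a growth cone protein, had 7.00, 1.57, 0.826 and 1.57 FPKM, LINGO3, a neuronal membrane protein, 2.46, 0.929, 0.964 and 0.485 FPKM, and TUBB3, a neuronal tubulin, 0.320, 1.36, 3.32 and 1.34 FPKM. Only 9 of the 31 neuron genes passed the filter, with medians of 0.59 in MRSA, 0.06 in PA and 0.17 in MRSA + PA (log2) at percentiles 99.0, 46.2 and 77.9 of the random lists. Without the filter the neuron medians were -0.36, -0.47 and -0.56, and under median-of-ratios scaling the PA median was -0.00425.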

The GO analysis of 88 protein-encoding genes that were downregulated (≥1.5-fold) revealed that genes that are involved in nervous system signaling, development and transmission, regulation of cell growth and development, anatomical and system development, and cell differentiation were significantly downregulated after multi-species inoculation (Figure 9B). Based on KEGG pathway analysis of upregulated genes after multi-species inoculation, genes involved in phagosome, antigen processing and presentation, influenza A infection, *Staphylococcus* infection, herpes virus infection, toxoplasmosis, and tuberculosis (and other) pathway genes were evaluated (Figure 10). These results revealed that colonization of the rat middle ear with MRSA or PA alone or in combination regulates a significant number of genes. In addition, multi-species colonization with MRSA and PA induced a different set of genes that were not induced by either MRSA or PA alone. This shows that the host response is different after multi-species colonization, which could enhance the pathogenicity of the bacteria.

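Phagosome and MHC genes, taken as lists, lay above media in all 3 inoculated libraries. Phagosome genes, for uptake receptors, the oxidant-producing NADPH oxidase and lysosomal enzymes, had list medians of 1.35 in MRSA, 1.21 in PA and 1.16 in MRSA + PA (log2). CYBB, the catalytic subunit of the oxidase, had 41.5 FPKM in media, 214 in MRSA, 157 in PA and 162 in MRSA + PA; NCF1, its cytosolic partner, 28.6, 176, 106 and 133 FPKM; and ITGAM, an uptake receptor for complement-coated particles, 8.03, 39.3, 40.1 and 33.1 FPKM. MHC class II genes, which show peptides to helper T cells, had medians of 1.42 in MRSA, 0.85 in PA and 1.34 in MRSA + PA. Of these 13 genes, 11, 5 and 9 were at least 2-fold higher than media. CD74, the class II invariant chain, was at 1237, 3539, 2233 and 3431 FPKM in the same order, RT1-BA and RT1-BB, rat class II chains, at 231, 627, 355 and 678 FPKM and 205, 604, 279.9 and 678 FPKM, and RT1-DB1, another, at 176, 538, 447 and 589.6 FPKM. MHC class I processing genes had medians of 0.52 in MRSA, 0.45 in PA and 0.61 in MRSA + PA. The MRSA value was 0.25 after rescaling to equal FPKM sums. Of these 15 genes, 5, 3 and 5 were at least 2-fold higher than media. Their medians lay at percentiles 99.91, 99.48 and 99.96 of the random lists. PSMB8 and PSMB9, subunits of the immunoproteasome, had 41.8, 91.9, 85.0 and 93.5 FPKM and 49.9, 106, 84.3 and 117 FPKM. The phagosome medians in all 3 inocula and the class II medians in MRSA and MRSA + PA exceeded all 10000 random lists. Macrophage genes were higher in the same 3 libraries.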

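Many genes stood on the same side of media with MRSA, PA and MRSA + PA. APOE, a lipid carrier made by macrophages, had 3539.6 FPKM in media, 12184 in MRSA, 6352 in PA and 8170.2 in MRSA + PA, and CTSD, a lysosomal protease, 230.1, 733, 543 and 517 FPKM. CXCL12, a chemokine of stromal cells, was lower in all 3, at 245, 121, 89.8 and 98.6 FPKM in the same order. At least 2-fold higher than media in both members of a pair were 991 features for MRSA with PA, 992 for MRSA with MRSA + PA and 941 for PA with MRSA + PA; both lower were 633, 598 and 857, and 44, 32 and 37 went in opposite directions. The correlations of the log2 differences across genes were 0.65, 0.71 and 0.77. All 3 comparisons use the same media library, which by itself makes their differences alike. A simulation had no difference between any of the 4 libraries, with noise set to the spread of the 3 inoculated libraries. This spread includes any real differences between them. The correlation was 0.50 for each pair, which the shared library gives at any size of equal noise. The counts depend on the noise: 818, 819 and 817 features were both higher, and 817, 818 and 819 both lower. A deviation of the media library itself is not bounded by that spread, so the simulation cannot separate it from a shared response. Lists of the observed sizes drawn independently, which leave out the shared media library, would share 136, 105 and 125 higher features and 61.5, 61.8 and 97.4 lower ones. The covariances were 0.89, 0.89 and 1.34, against 0.46, 0.46 and 0.46 in the simulation.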

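An immunoglobulin segment and 2 neural genes called with MRSA + PA alone lay on the same side of media with each single inoculum. HVM17_MOUSE, an immunoglobulin heavy chain segment, had log2 differences from media of 1.18 in MRSA, 0.91 in PA and 2.51 in MRSA + PA. GRIA4, a glutamate receptor subunit, had -1.47, -1.88 and -2.97, and BRINP3, a neural protein that restrains cell division, -1.28, -2.80 and -2.80. Of the 62 features called up in MRSA + PA alone, 31 were at least 2-fold higher than media in MRSA and 33 in PA. Of the 160 called down in MRSA + PA alone, 83 were at least 2-fold lower than media in MRSA and 123 in PA. These counts against media hold for 0.1 FPKM added and were not repeated with 1 or 0.01. Media was listed at 0 for 37 of the 62, where 0.1 FPKM in a single inoculum is enough to pass. These features were chosen by their distance from the 1 media library, which by itself puts the single inocula on the same side. Directly compared, 127 of the 160 were at least 2-fold lower in MRSA + PA than in MRSA, 71 than in PA and 65 than in both, with median differences of -1.59 and -0.81 (log2). With 1 FPKM added these are 52, 25 and 23, with medians of -0.69 and -0.29, and with 0.01 140, 104 and 104, with medians of -2.98 and -1.96.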

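Set directly against the single inocula, MRSA + PA had more transcript of CCL19 and XCL1 than either, and less of CXCL13, an attractant of B cells (more than MRSA after rescaling to equal FPKM sums). CCL19, which guides T cells and dendritic cells, had 6.17 FPKM in media, 10.4 in MRSA, 5.87 in PA and 24.1 in MRSA + PA, and XCL1, made by NK and CD8 T cells, 3.64, 5.00, 1.43 and 9.01 FPKM. CXCL5, a neutrophil attractant, was at 21.6, 39.3, 123 and 24.8 FPKM in the same order. LILRB3, an inhibitory receptor of myeloid cells (1 of 8 features), had 123 FPKM in media, 537 in MRSA, 1.03 in PA and 0.152 in MRSA + PA. Against MRSA, 256 features were at least 2-fold higher and 914 lower in MRSA + PA (21.9% higher). After rescaling to equal FPKM sums, which features under 300 bp dominate, 56.8% were higher. The median of all features past the filter moved from -0.01 to 0.42. Against PA, 399 were higher and 681 lower (36.9% higher, 52.2% after rescaling), and the median moved from -0.03 to 0.16. Between the single inocula, 802 features were at least 2-fold higher and 565 lower in MRSA than in PA (58.7% higher, 42.4% after rescaling, which moved the median from 0.00 to -0.24). The paper concludes that the host responds differently to the mixed inoculum, which could raise pathogenicity.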

**Figure 8:**
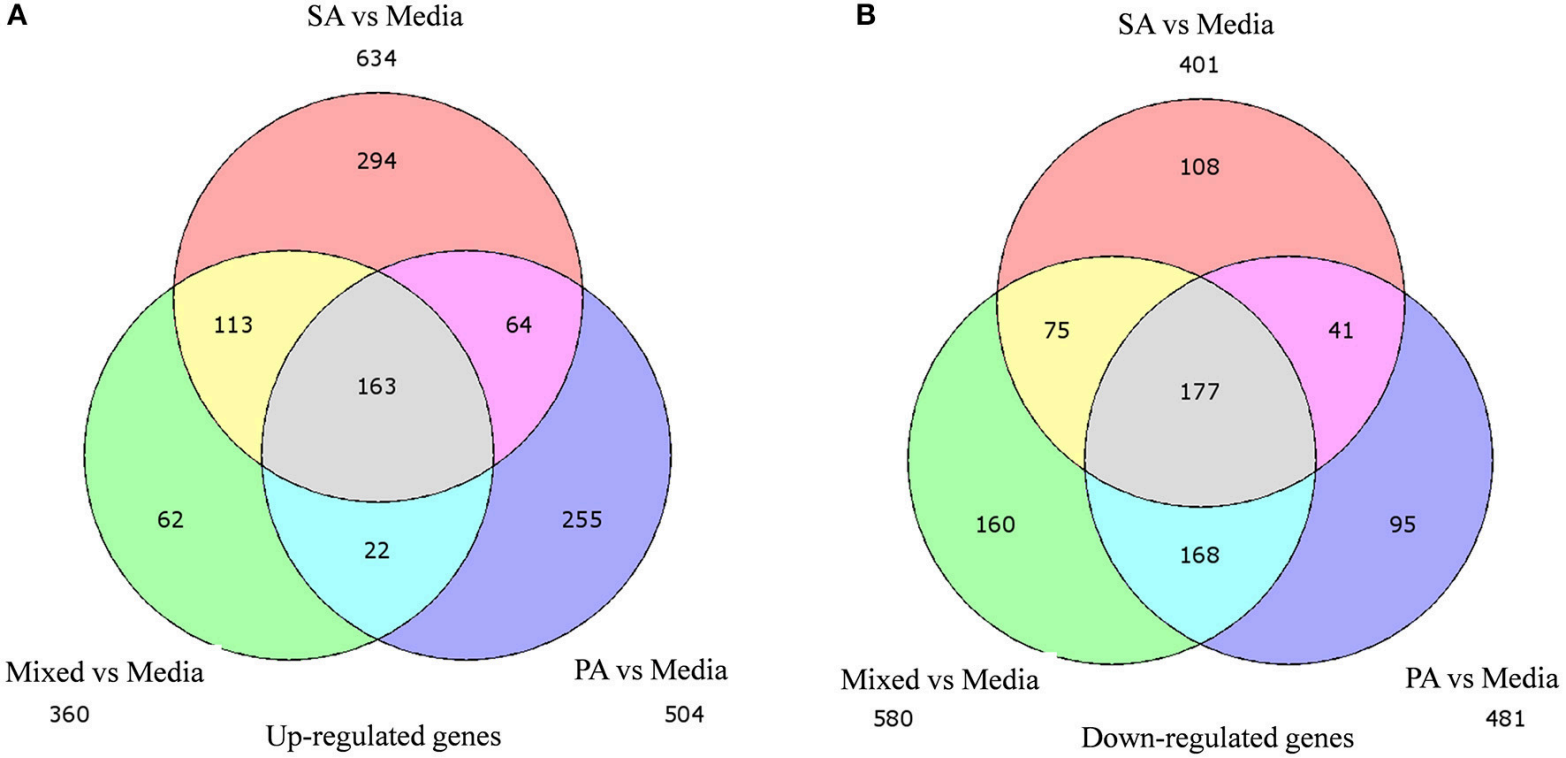
**Venn diagram illustrating the number of genes commonly or uniquely differentially expressed in rat middle ear mucosa colonized with methicillin-resistant *Staphylococcus aureus* (MRSA) or *Pseudomonas aeruginosa* (PA) as a single species or multi-species inoculum. (A)** Venn diagram showing significantly (*p* < 0.05) upregulated genes after colonization with MRSA, PA, or a combination of the two, with respect to the media (control). **(B)** Venn diagram showing significantly (*p* < 0.05) downregulated genes after MRSA, PA, or multi-species colonization, with respect to media control.

**Table 2:** **List of genes upregulated ≥1.5-fold (*p* < 0.05) in rat middle ear mucosae colonized with MRSA and PA and upregulated or downregulated with MRSA or PA single species colonization**.

**Serial number**	**Gene accession**	**Gene ID**	**Gene name**	**Protein**	**Fold change in mixed inoculation**	***p*****-value**	**Fold change with single species SA**	***p*****-value**	**Fold change with single species PA**	***p*****-value**
1	XLOC_007451	TBIG007451	*CHI3L1*	Chitinase-3-like protein 1	1.5	0.0127	1.35	0.0061	1.21	0.0636
2	XLOC_008245	TBIG008245	*PPP2R3D*	Serine/threonine-protein phosphatase 2A regulatory subunit B” subunit delta	1.52	0.0412	1.67	0.00865	1.38	0.08015
3	XLOC_010172	TBIG010172	*JAK3*	Tyrosine-protein kinase JAK3	1.52	0.01095	1.31	0.01205	1.64	0.0179
4	XLOC_016832	TBIG016832	*FCN2*	Ficolin-2	1.53	0.04235	0.547	0.38185	0.917	0.2557
5	XLOC_015362	TBIG015362	*RT1-BA*	Rano class II histocompatibility antigen, B alpha chain	1.54	0.0146	1.42	0.00855	0.573	0.35145
6	XLOC_026947	TBIG026947	*TLR7*	Toll-like receptor 7	1.55	0.0207	1.68	0.0028	1.4	0.0428
7	XLOC_023774	TBIG023774	*SLA*	Src-like-adapter	1.55	0.01355	1.65	0.0038	1.47	0.04885
8	XLOC_002817	TBIG002817	*CORO1A*	Coronin-1A	1.56	0.0055	1.5	0.00155	1.43	0.019
9	XLOC_014051	TBIG014051	*CFI*	Complement factor I	1.57	0.04835	0.89	0.1797	1.96	0.0404
10	XLOC_017708	TBIG017708	*CTSZ*	Cathepsin Z	1.57	0.0143	1.36	0.0164	0.876	0.19125
11	XLOC_013234	TBIG013234	*CDH6*	Cadherin-6	1.61	0.0029	1.22	0.00625	2.64	5.00*E*−05
12	XLOC_009200	TBIG009200	*DNASE1L3*	Deoxyribonuclease gamma	1.63	0.0323	1.61	0.01495	0.767	0.3716
13	XLOC_004746	TBIG004746	*PRSS22*	Brain-specific serine protease 4	1.66	0.0247	0.698	0.2435	2.12	0.0144
14	XLOC_025304	TBIG025304	*RPLP1*	60S acidic ribosomal protein P1	1.67	0.00535	1.6	0.00365	0.472	0.41575
15	XLOC_024595	TBIG024595	*STRA6*	Stimulated by retinoic acid gene 6 protein homolog	1.67	0.0355	0.526	0.4289	2.35	0.011
16	XLOC_026676	TBIG026676	*ST8SIA4*	CMP-N-acetylneuraminate-poly-alpha-2,8-sialyltransferase	1.67	0.0333	1.43	0.02115	2.04	0.01315
17	XLOC_006363	TBIG006363	*TFRC*	Transferrin receptor protein 1	1.69	0.0043	0.726	0.1144	0.124	0.82765
18	XLOC_016540	TBIG016540	*HCK*	Tyrosine-protein kinase HCK	1.7	0.00685	1.94	0.00045	1.36	0.04235
19	XLOC_006164	TBIG006164	*SAMSN1*	SAM domain-containing protein SAMSN-1	1.71	0.0231	1.8	0.00595	1.34	0.09725
20	XLOC_019232	TBIG019232	*ENV*	Envelope glycoprotein gp70	1.71	0.0325	1.3	0.0364	1.87	0.0289
21	XLOC_007736	TBIG007736	*LAMB3*	Laminin subunit beta-3	1.71	0.0046	1.01	0.0415	2.27	0.0012
22	XLOC_014992	TBIG014992	*RT1-BB*	Rano class II histocompatibility antigen, B-1 beta chain	1.72	0.0213	1.54	0.0081	0.402	0.48745
23	XLOC_014993	TBIG014993	*RT1-DB1*	Rano class II histocompatibility antigen, D-1 beta chain	1.74	0.00385	1.59	0.00255	1.3	0.0427
24	XLOC_020229	TBIG020229	*CNR2*	Cannabinoid receptor 2	1.74	0.04435	1.69	0.0167	1.57	0.12025
25	XLOC_002804	TBIG002804	*LAT*	Linker for activation of T-cells family member 1	1.77	0.0202	1.37	0.0229	1.34	0.10215
26	XLOC_016951	TBIG016951	*RPS17*	40S ribosomal protein S17	1.8	0.04525	1.42	0.06125	−0.406	0.725
27	XLOC_023263	TBIG023263	*KRT7*	Keratin, type II cytoskeletal 7	1.81	0.003	0.839	0.10965	2.18	0.00285
28	XLOC_025817	TBIG025817	*C3*	Complement C3	1.85	0.0068	1.81	0.00065	0	1
29	XLOC_015648	TBIG015648	*ELL3*	RNA polymerase II elongation factor ELL3	1.9	0.04245	1.08	0.12345	0.566	0.57055
30	XLOC_002984	TBIG002984	*GAL*	Galanin peptides	1.91	0.03065	0.656	0.36215	−0.583	0.604
31	XLOC_016373	TBIG016373	*NMES1*	Normal mucosa of esophagus-specific gene 1 protein	2.04	0.01855	1.79	0.0102	1.43	0.1201
32	XLOC_018558	TBIG018558	*KLRD1*	Natural killer cells antigen CD94	2.07	0.0351	1.83	0.05635	0.31	0.8115
33	XLOC_001187	TBIG001187	*SRCRM_HUMAN*	Putative scavenger receptor cysteine-rich domain-containing protein LOC619207	2.07	0.0019	2.57	5.00*E*−05	0.401	0.5927
34	XLOC_018355	TBIG018355	*CD8A*	T-cell surface glycoprotein CD8 alpha chain	2.11	0.0217	2.51	0.00255	1.2	0.23315
35	XLOC_020260	TBIG020260	*PLA2G2D*	Group IID secretory phospholipase A2	2.25	0.01785	1.44	0.0665	0.51	0.6369
36	XLOC_023454	TBIG023454	*GZMM*	Granzyme M	2.41	0.0116	2.33	0.0055	−0.876	0.44375
37	XLOC_005212	TBIG005212	*CCL5*	C-C motif chemokine 5	2.42	0.01385	2.05	0.00985	−0.559	0.6301
38	XLOC_022420	TBIG022420	*HVM17_MOUSE*	Ig heavy chain V region MOPC 47A	2.51	0.02705	1.16	0.22905	0.871	0.51305
39	XLOC_015317	TBIG015317	*UBD*	Ubiquitin D	2.7	0.00275	1.93	0.00665	1.14	0.2022
40	XLOC_011426	TBIG011426	*TCC2_MOUSE*	T-cell receptor gamma chain C region C7.5	2.72	0.0168	3.31	0.00035	0.352	0.78555
41	XLOC_006104	TBIG006104	*LV2B_MOUSE*	Ig lambda-2 chain V region MOPC 315	2.8	0.002	0.785	0.2881	0.937	0.33275
42	XLOC_018648	TBIG018648	*KLRB1F*	Killer cell lectin-like receptor subfamily B member 1F	2.82	0.02	2.45	0.02085	0.0885	0.9476
43	XLOC_012586	TBIG012586	*CLEC3A*	C-type lectin domain family 3 member A	3.07	0.04855	3.67	0.014	1.08	0.46495
44	XLOC_022400	TBIG022400	*HVM43_MOUSE*	Ig heavy chain V region MOPC 141	3.15	0.04835	3.26	0.06595	0.34	0.8163

**Table 3:** **List of genes downregulated by ≥1.5-fold (*p* < 0.05) in rat middle ear mucosae colonized by MRSA and PA and either downregulated or upregulated with MRSA or PA single species colonization**.

**Serial number**	**Gene accession**	**Gene ID**	**Gene name**	**Protein**	**Fold change in mixed inoculation**	***p*****-value**	**Fold change with single species SA**	***p*****-value**	**Fold change with single species PA**	***p*****-value**
1	XLOC_000033	TBIG000033	*TXLNB*	Beta-taxilin	−7.41	0.04245	−1.39	0.01125	−7.68	0.07995
2	XLOC_005477	TBIG005477	*SCN4A*	Sodium channel protein type 4 subunit alpha	−5.49	0.02615	−1.34	0.074	−4.26	0.11755
3	XLOC_021210	TBIG021210	*GAG*	Gag polyprotein	−5.22	0.044	0.78	0.2248	−0.722	0.4373
4	XLOC_027720	TBIG027720	*IGSF1*	Immunoglobulin superfamily member 1	−4.53	0.0182	−1.13	0.19385	−5.06	0.14935
5	XLOC_013130	TBIG013130	*LDLRAD1*	Low-density lipoprotein receptor class A domain-containing protein 1	−4.36	0.0083	−1.15	0.2058	−1.93	0.15705
6	XLOC_027382	TBIG027382	*POL*	Retrovirus-related Pol polyprotein LINE-1	−4.29	0.0183	−1.76	0.07165	−4.89	0.095
7	XLOC_012347	TBIG012347	*GAG-POL*	Gag-Pol polyprotein	−4.25	0.00015	0.841	0.0705	−0.867	0.15245
8	XLOC_015004	TBIG015004	*TNXB*	Tenascin-X	−4.14	0.0376	−2.21	0.25835	−3	0.0938
9	XLOC_024947	TBIG024947	*GRIA4*	Glutamate receptor 4	−4.06	0.04955	−1.7	0.0813	−2.26	0.1075
10	XLOC_014321	TBIG014321	*TTC24*	Tetratricopeptide repeat protein 24	−4.04	0.0285	−0.657	0.4197	−1.2	0.28155
11	XLOC_026757	TBIG026757	*POL*	Pol polyprotein	−4.03	0.02135	0.779	0.21675	1.18	0.15825
12	XLOC_020111	TBIG020111	*NT5C1A*	Cytosolic 5'-nucleotidase 1A	−3.93	0.00125	−1.39	0.0508	−2.43	0.0548
13	XLOC_002039	TBIG002039	*MARK4*	MAP/microtubule affinity-regulating kinase 4	−3.65	0.0475	−1.43	0.4849	−3.48	0.0536
14	XLOC_007497	TBIG007497	*BRINP3*	BMP/retinoic acid-inducible neural-specific protein 3	−3.63	0.0429	−1.46	0.1324	−3.66	0.13615
15	XLOC_024201	TBIG024201	*POL*	Pol polyprotein	−3.57	0.0373	−0.937	0.2889	−1.6	0.2579
16	XLOC_006129	TBIG006129	*POL*	Pol polyprotein	−3.38	0.04745	−1.18	0.207	−1.52	0.34225
17	XLOC_005475	TBIG005475	*GH1*	Somatotropin	−3.34	0.04165	0.851	0.2985	−0.925	0.49845
18	XLOC_024602	TBIG024602	*HCN4*	Potassium/sodium hyperpolarization-activated cyclic nucleotide-gated channel 4	−3.27	0.03825	−0.742	0.37845	−1.53	0.27585
19	XLOC_021698	TBIG021698	*RGS6*	Regulator of G-protein signaling 6	−3.25	0.02615	−1.38	0.14185	−1.96	0.20475
20	XLOC_006065	TBIG006065	*OSTN*	Osteocrin	−3.23	0.04325	−1.79	0.04165	−2.8	0.081
21	XLOC_021434	TBIG021434	*ALK*	ALK tyrosine kinase receptor	−3.18	0.0397	−1.86	0.0675	−3.07	0.08475
22	XLOC_026950	TBIG026950	*EGFL6*	Epidermal growth factor-like protein 6	−3.13	0.0404	−0.986	0.2498	−1.45	0.2599
23	XLOC_021001	TBIG021001	*NCMAP*	Noncompact myelin-associated protein	−3.13	0.0497	−1.11	0.50945	−1.23	0.5089
24	XLOC_004000	TBIG004000	*GRIA1*	Glutamate receptor 1	−3.05	0.0488	−2.95	0.0636	−2.59	0.0773
25	XLOC_021987	TBIG021987	*KCNK3*	Potassium channel subfamily K member 3	−2.98	0.03695	−2.13	0.0539	−2.07	0.1183
26	XLOC_008308	TBIG008308	*NAA11*	N-alpha-acetyltransferase 11	−2.97	0.02785	−1.27	0.1347	−1.53	0.1725
27	XLOC_003922	TBIG003922	*TRIM7*	Tripartite motif-containing protein 7	−2.93	0.0133	−1.02	0.11075	−1.47	0.10675
28	XLOC_010040	TBIG010040	*POL*	Pol polyprotein	−2.86	0.01455	−1.46	0.06215	−2.43	0.0726
29	XLOC_017690	TBIG017690	*BCAS1*	Breast carcinoma-amplified sequence 1 homolog	−2.65	0.04765	−1.54	0.07675	−0.974	0.3948
30	XLOC_002797	TBIG002797	*SNRPN*	Small nuclear ribonucleoprotein-associated protein N	−2.65	0.0201	−1.4	0.06855	−2.02	0.06625
31	XLOC_023030	TBIG023030	*COL14A1*	Collagen alpha-1(XIV) chain	−2.62	0.0069	−0.904	0.16355	−1.16	0.15975
32	XLOC_023753	TBIG023753	*KLHL38*	Kelch-like protein 38	−2.62	0.0302	−0.989	0.17215	−2.69	0.0851
33	XLOC_002608	TBIG002608	*HBB2_RAT*	Hemoglobin subunit beta-2	−2.55	0.0001	−2.36	5.00*E*−05	−3.34	5.00*E*−05
34	XLOC_024012	TBIG024012	*COL2A1*	Collagen alpha-1(II) chain	−2.51	0.00715	−0.616	0.24645	1.09	0.10775
35	XLOC_007817	TBIG007817	*NFASC*	Neurofascin	−2.46	0.02025	−1.47	0.09665	−2.29	0.08025
37	XLOC_018133	TBIG018133	*MEST*	Mesoderm-specific transcript homolog protein	−2.43	0.03235	−1.11	0.1112	−1.91	0.07395
38	XLOC_022758	TBIG022758	*LINGO3*	Leucine-rich repeat and immunoglobulin-like domain-containing nogo receptor-interacting protein 3	−2.35	0.0387	−1.42	0.0885	−1.4	0.18525
39	XLOC_005055	TBIG005055	*CHRNB1*	Acetylcholine receptor subunit beta	−2.25	0.0174	−1.12	0.10445	−1.7	0.08505
40	XLOC_009184	TBIG009184	*CDHR3*	Cadherin-related family member 3	−2.25	0.04445	−0.978	0.13985	−1.47	0.15415
41	XLOC_014711	TBIG014711	*CAPSL*	Calcyphosin-like protein	−2.24	0.04895	−0.886	0.25825	−0.976	0.37135
42	XLOC_003432	TBIG003432	*POL*	Pol polyprotein	−2.11	0.0243	−1.35	0.0438	−1.65	0.07025
43	XLOC_022093	TBIG022093	*EGLN3*	Egl nine homolog 3	−2.09	0.02785	−0.962	0.11	−0.67	0.37785
44	XLOC_017633	TBIG017633	*MATN4*	Matrilin-4 [Source:SWISS;Acc:O89029]	−2.02	0.0068	−0.87	0.0838	−0.925	0.15585
45	XLOC_017934	TBIG017934	*GAG-POL*	Gag-Pol polyprotein	−1.92	0.0217	−0.381	0.4882	−0.885	0.2449
46	XLOC_000295	TBIG000295	*SSC5D*	Soluble scavenger receptor cysteine-rich domain-containing protein SSC5D	−1.91	0.00235	−0.86	0.062	−1.13	0.05595
47	XLOC_020236	TBIG020236	*TCEA3*	Transcription elongation factor A protein 3	−1.8	0.04715	−0.75	0.2413	−1.45	0.1176
48	XLOC_019566	TBIG019566	*POL*	Pol polyprotein	−1.75	0.00645	−0.592	0.29525	−1.36	0.0589
49	XLOC_024924	TBIG024924	*FAM198A*	Protein FAM198A	−1.68	0.04485	−0.975	0.104	−1.57	0.0906
50	XLOC_016802	TBIG016802	-	-	−1.68	0.01715	−0.262	0.6802	−1.08	0.13725
51	XLOC_010859	TBIG010859	*AGTPBP1*	Cytosolic carboxypeptidase 1	−1.67	0.01575	−0.817	0.1006	−1.66	0.0367
52	XLOC_002382	TBIG002382	*ST8SIA2*	Alpha-2,8-sialyltransferase 8B	−1.67	0.04965	−0.846	0.171	−1.09	0.23515
53	XLOC_026579	TBIG026579	*CCDC108*	Coiled-coil domain-containing protein 108	−1.66	0.01635	−0.31	0.5204	−0.735	0.2972
54	XLOC_027640	TBIG027640	*CHRDL1*	Chordin-like protein 1	−1.62	0.00485	−0.842	0.0639	−1.81	0.0037
55	XLOC_002898	TBIG002898	*ADAM8*	Disintegrin and metalloproteinase domain-containing protein 8	−1.59	0.00935	−0.908	0.0545	−0.97	0.12135
56	XLOC_021028	TBIG021028	*UBXN10*	UBX domain-containing protein 10	−1.58	0.01805	−0.353	0.5061	−1.22	0.08675
57	XLOC_013884	TBIG013884	*C1ORF173*	Uncharacterized protein C1orf173	−1.56	0.019	−0.068	0.88615	−0.855	0.18325
58	XLOC_024898	TBIG024898	*DLEC1*	Deleted in lung and esophageal cancer protein 1	−1.56	0.03495	−0.467	0.3517	−1.07	0.14125
59	XLOC_001829	TBIG001829	*SLC22A3*	Solute carrier family 22 member 3	inf	5.00*E*−05	−1.36	0.2606	−3.68	0.19145
60	XLOC_003476	TBIG003476	*POL*	Pol polyprotein	inf	5.00*E*05	−0.582	0.23855	−10.4	0.2431
61	XLOC_004811	TBIG004811	*RPS2*	40S ribosomal protein S2	inf	5.00*E*−05	0.17	0.71865	inf	5.00*E*−05
62	XLOC_006114	TBIG006114	*RPL9*	60S ribosomal protein L9	inf	5.00*E*−05	−0.538	0.5414	inf	5.00*E*−05
63	XLOC_006289	TBIG006289	*MYH15*	Myosin-15	inf	5.00*E*−05	−1.09	0.28855	−6.22	0.2431
64	XLOC_006508	TBIG006508	*GAG*	Gag polyprotein	inf	5.00*E*−05	−0.187	0.8494	−3.29	0.21805
65	XLOC_009108	TBIG009108	*GAG-POL*	Gag-Pol polyprotein	inf	5.00*E*−05	−0.5	0.5663	−6.64	0.24325
66	XLOC_013224	TBIG013224	*RPS2*	40S ribosomal protein S2	inf	5.00*E*−05	0.11	0.8856	−7.12	0.24315
67	XLOC_017320	TBIG017320	*ACTC1*	Actin, alpha cardiac muscle 1	inf	5.00*E*−05	−0.929	0.0515	−11.1	0.2431
68	XLOC_022977	TBIG022977	*STAC3*	SH3 and cysteine-rich domain-containing protein 3	inf	5.00*E*−05	−1.31	0.0224	−8.87	0.1708
69	XLOC_023915	TBIG023915	*CYP2D1*	Cytochrome P450 2D1	inf	5.00*E*−05	1.29	0.09275	−4.64	0.16405
70	XLOC_026493	TBIG026493	*MSTN*	Growth/differentiation factor 8	inf	5.00*E*−05	−2.2	0.1506	−5.46	0.2456
71	XLOC_027253	TBIG027253	*CX064_MOUSE*	Uncharacterized protein CXorf64 homolog	inf	5.00*E*−05	−1.48	0.1895	−5.75	0.2454
72	XLOC_022618	TBIG022618	*ENV*	Envelope glycoprotein	inf	0.0004	−0.993	0.41135	inf	0.0008
73	XLOC_005431	TBIG005431	*NEDD4*	E3 ubiquitin-protein ligase NEDD4	inf	0.00345	−1.81	0.2551	−4.4	0.25485
74	XLOC_016973	TBIG016973	*NEB*	Nebulin	inf	0.00495	−0.73	0.57485	−2.83	0.2479
75	XLOC_019744	TBIG019744	*CALB1*	Calbindin	inf	0.0053	−1.73	0.2773	−3.48	0.2558
76	XLOC_020636	TBIG020636	*15.5 KDA FABP*	Major urinary protein	inf	0.0053	−3.54	0.1979	−2.95	0.2434
77	XLOC_022462	TBIG022462	*HV208_HUMAN*	Ig heavy chain V-II region SESS	inf	0.0053	−0.717	0.578	−4.71	0.2508
78	XLOC_027795	TBIG027795	*POL*	Pol polyprotein	inf	0.0053	−3	0.1555	−3.64	0.25175
79	XLOC_007006	TBIG007006	*KIF19*	Kinesin-like protein KIF19	inf	0.0058	−1.9	0.2472	−4.39	0.2531
80	XLOC_017904	TBIG017904	*POL*	Retrovirus-related Pol polyprotein LINE-1	inf	0.00575	−3.28	0.2009	−1.76	0.3774
81	XLOC_019217	TBIG019217	*OXTR*	Oxytocin receptor	inf	0.0058	−2.29	0.19495	−4.46	0.2524
82	XLOC_007150	TBIG007150	*DNAH10*	Dynein heavy chain 10, axonemal	inf	0.01035	−3.34	0.26695	−2.62	0.2963
83	XLOC_016972	TBIG016972	*NEB*	Nebulin	inf	0.0097	−2.55	0.23375	−3.61	0.2679
84	XLOC_009140	TBIG009140	*DUSP13*	Dual specificity protein phosphatase 13 isoform A	inf	0.0117	−0.865	0.6321	−3.34	0.27455
85	XLOC_006921	TBIG006921	*CD209L2*	CD209 antigen-like protein 2	inf	0.01335	−0.951	0.6269	−3.07	0.2863
86	XLOC_009994	TBIG009994	*GAG*	Gag polyprotein	inf	0.01335	1.01	0.46895	0.352	0.8164
87	XLOC_009143	TBIG009143	*DUSP13*	Dual specificity protein phosphatase 13 isoform A	inf	0.0252	−0.929	0.6643	−2.67	0.42285
88	XLOC_007324	TBIG007324	*POL*	Pol polyprotein	inf	0.0387	0.404	0.83325	0.731	0.77005

**Figure 9:**
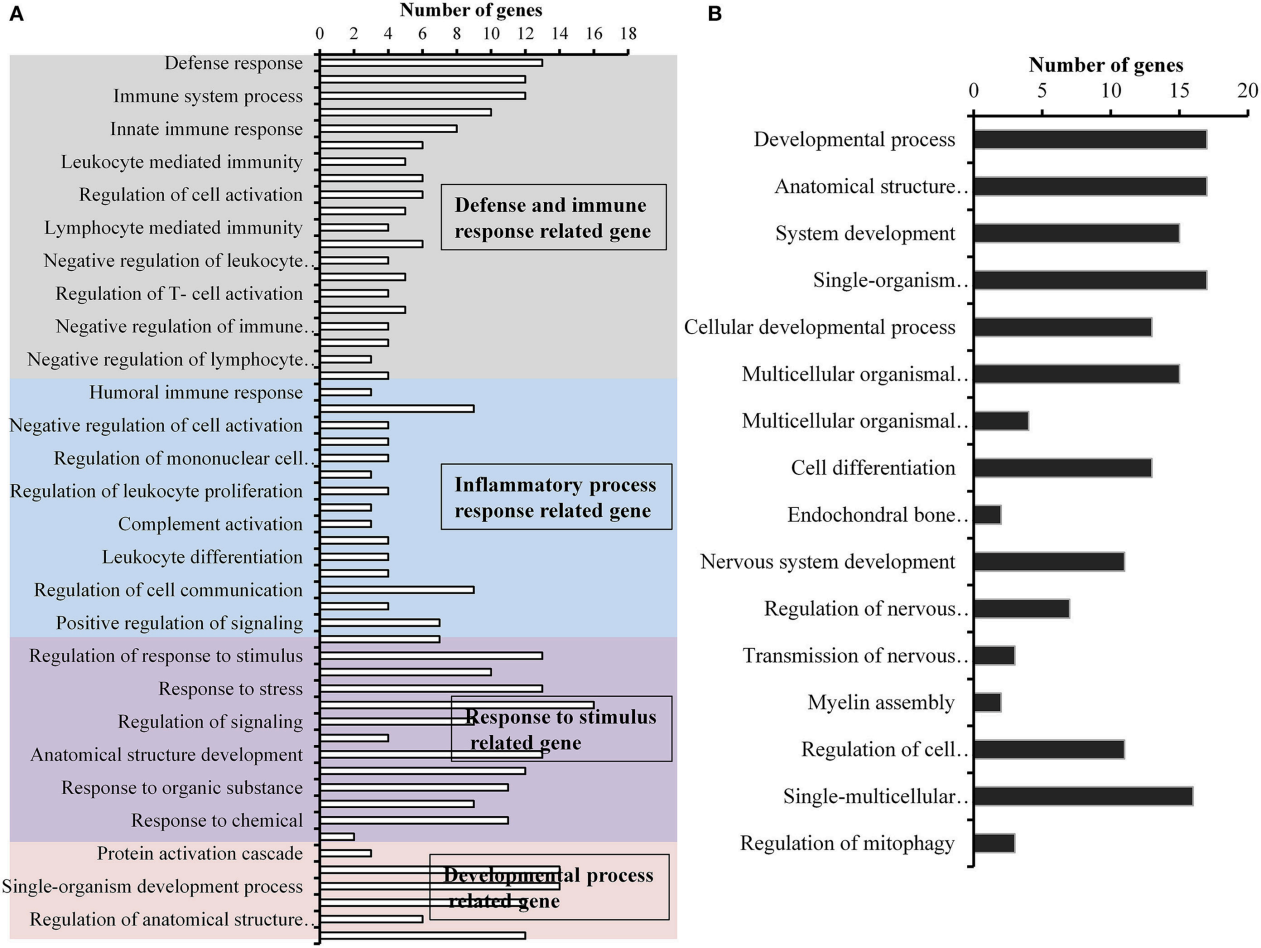
**Gene ontology (GO) of differentially expressed genes in rat middle ear mucosa colonized with methicillin-resistant *Staphylococcus aureus* (MRSA) or *Pseudomonas aeruginosa* (PA) as a single or multi-species inoculum. (A)** GO category of significantly (*p* < 0.05) upregulated genes (by ≥1.5-fold) with multi-species colonization. **(B)** GO category of significantly (*p* < 0.05) downregulated genes (≥1.5-fold) after multi-species colonization.

**Figure 10:**
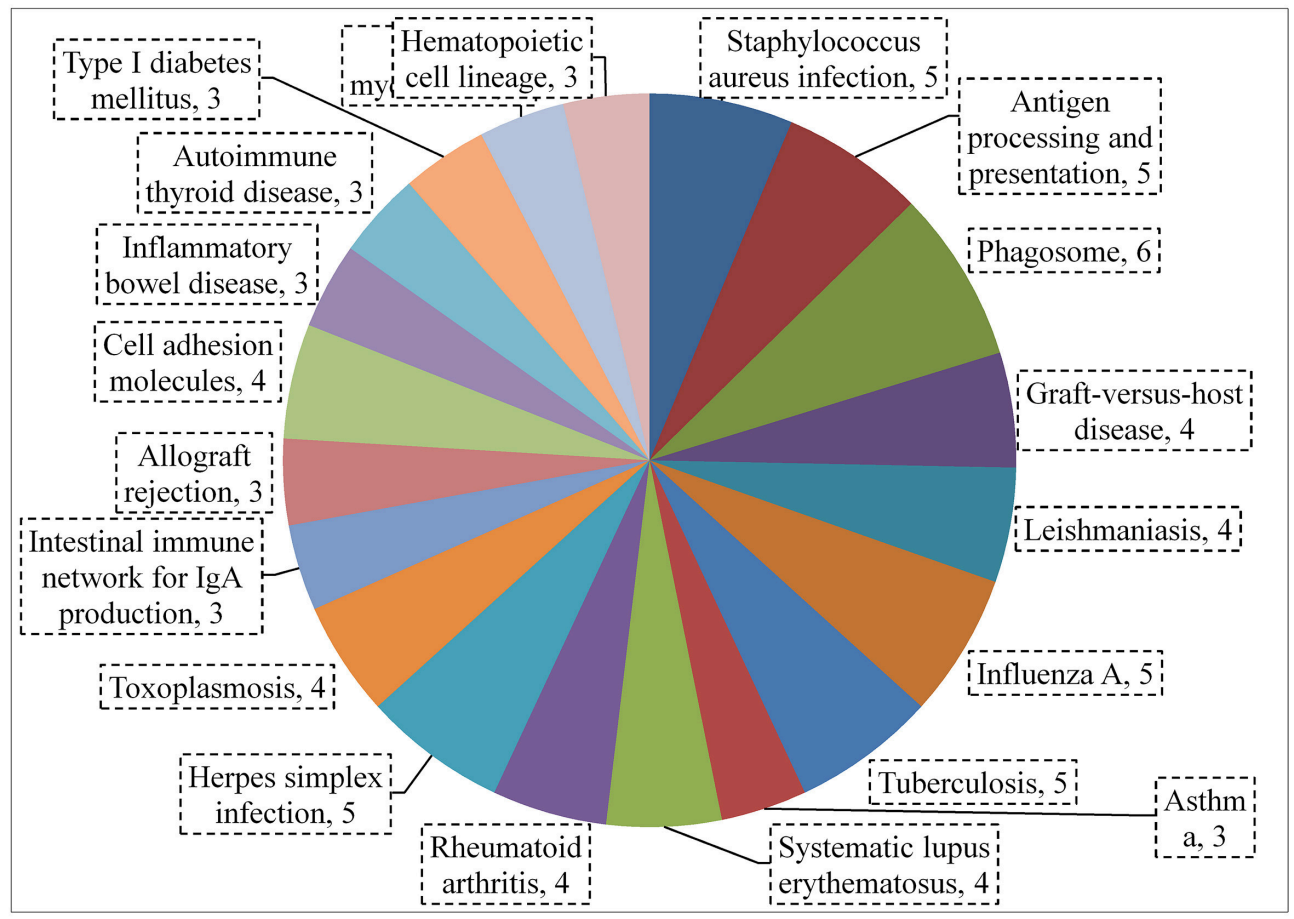
**KEGG pathway analysis using string showing significantly (*p* < 0.05) upregulated genes (by ≥1.5-fold) after multi-species colonization of the rat middle ear mucosa**.

### Quantification of gene expression using real-time RT-PCR

The results of real time-PCR were in complete agreement with RNA sequencing gene expression results. The expression of *RPS9, MMP12, ITGB2, CST7, SCTR, APOC1, CD69*, and *CCNO* genes was significantly (*p* < 0.05) upregulated (by >1.5-fold) in rat mucosae colonized with MRSA or PA alone or in combination based on both real time RT-PCR and RNA sequencing (Table 4). Similarly, the expression of *KERA, GPD1, ACTA1, EEF1A2, HRC, FOXD1, MYH1, SYNPO2L, TNMD*, and *MYOM2*, based on real time RT-PCR and RNA sequencing, was significantly (*p* < 0.05) decreased by more than 1.5-fold (Table 4).

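These genes span macrophages, lymphocytes, a hormone receptor and cilium formation, and each was higher than media in all 3 libraries. MMP12, the elastase of macrophages, had log2 differences from media of 4.21 in MRSA, 2.54 in PA and 2.68 in MRSA + PA; APOC1, a lipid carrier of macrophages, had 3.96, 2.92 and 3.41. ITGB2, the shared chain of white blood cell integrins, was at 2.43, 2.19 and 2.03 in the same order, CST7, a protease inhibitor of cytotoxic cells, at 3.12, 2.12 and 3.08, and CD69, an early marker of lymphocyte activation, at 3.30, 2.61 and 3.22. SCTR, the receptor for secretin, had 4.97, 3.96 and 4.04, and CCNO, a cyclin needed for making multiple cilia, 3.44, 3.53 and 2.58. RPS9, a ribosomal protein with 6 features of that name, had 3.74, 4.01 and 4.28 and 61.1 FPKM in media, 815 in MRSA, 989 in PA and 1186 in MRSA + PA. Macrophage and T cell genes were higher in the same libraries. The RT-PCR values printed in Table 4 lie in the same direction as these differences for all 18 genes and 3 inocula, 54 of 54. Direction alone was compared in this count. Read as linear folds, the RT-PCR values of MMP12 in MRSA and MRSA + PA are below the 1.5-fold that the paper's text gives.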

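Muscle, tendon, connective tissue and metabolic genes and a stromal transcription factor make up this group, and all were lower than media in the 3 libraries. Among muscle genes, ACTA1, skeletal actin, had log2 differences from media of -1.34 in MRSA, -9.82 in PA and -10.97 in MRSA + PA, and MYH1, a fast myosin heavy chain, -2.34, -9.42 and -9.60. MYOM2, a protein of the sarcomere's M band, was at -2.52, -5.60 and -5.82 in the same order, HRC, a calcium-binding protein of muscle, at -1.59, -6.18 and -6.24, SYNPO2L, a sarcomere protein, at -1.37, -4.90 and -5.16, and EEF1A2, the elongation factor of muscle and neurons, at -1.35, -6.56 and -6.88. Tendon and connective tissue genes included KERA (keratocan, a matrix proteoglycan) with -2.17, -5.60 and -9.15 and TNMD (tenomodulin) with -1.86, -6.95 and -6.84. GPD1, an enzyme of fat and muscle (1 of 2 features), had -1.59, -5.72 and -5.98, and FOXD1, a transcription factor of stromal cells, -2.06, -3.90 and -4.32. GAPDH, the reference gene of the RT-PCR, had 1005 FPKM in media, 899 in MRSA, 743 in PA and 708 in MRSA + PA in the most abundant of the 94 features with that name. The skeletal muscle list was lower in the same 3 libraries. The RT-PCR values of Table 4 give another order of MRSA and PA for the muscle genes. For ACTA1, MYH1, MYOM2, HRC, SYNPO2L and EEF1A2 the printed RT-PCR decrease was larger in MRSA than in PA. The FPKM decrease of each was larger in PA. For a comparison of size, the RT-PCR values of Table 4 were read as linear folds and turned into log2. They were then smaller than the FPKM ratio with nothing added for 38 of 54 values: 7 of 18 in MRSA, 16 in PA and 15 in MRSA + PA. These counts would change if the RT-PCR column were already in log2, as the RNA-seq column is.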

**Table 4:** **Confirmation of RNA sequencing results by real-time RT-PCR**.

	**Gene name**	**Rat colonized with multi-species culture**		**Rat colonized with MRSA single species**		**Rat colonized with PA single species**	
		**Fold change in RNA seq**	**Fold change in real-time PCR**	**Fold change in RNA seq**	**Fold change in real-time PCR**	**Fold change in RNA seq**	**Fold change in real-time PCR**
1	*RPS9*	4.27	3.23	3.72	1.87	3.97	2.71
2	*MMP12*	2.67	1.34	4.2	1.11	2.51	2.0
3	*ITGB2*	2.02	25.28	2.42	12.55	2.15	7.36
4	*CST7*	3.09	7.2	3.12	13.45	2.09	1.7
5	*SCTR*	4.26	15.78	5.18	20.11	4.13	18.25
6	*APOC1*	3.4	11.55	3.95	4.99	2.88	2.9
7	*CD69*	3.36	12.04	3.44	14.32	2.71	1.7
8	*CCNO*	2.8	5.6	3.68	11.31	3.74	3.78
9	*KERA*	−9.37	−5.55	−2.19	−7.69	−5.66	−6.6
10	*GPD1*	−6.4	−6.66	−1.62	−8.33	−6.1	−5.82
11	*EEF1A2*	−7.31	−3.3	−1.36	−4.76	−6.93	−1.5
12	*HRC*	−6.77	−4	−1.62	−6.2	−6.73	−5.8
13	*FOXD1*	−4.94	−4.34	−2.16	−8.33	−4.37	−6.25
14	*MYH1*	−10.9	−3.33	−2.36	−4.76	−10.5	−4
15	*SYNPO21*	−5.98	−5.26	−1.42	−7.1	−5.59	−3.84
16	*TNMD*	−7.12	−9	−1.88	−8.3	−7.3	−7.69
17	*MYOM2*	−7.1	−7.6	−2.61	−5.2	−6.65	−4
18	*ACTA1*	−11.5	−5.55	−1.36	−16.66	−10.1	−2.70

## Discussion

*S. aureus* and PA are known to cause biofilm-related infections and are frequently found together in chronically infected wounds, CF, CSOM, and on indwelling medical devices such as prostheses, stents, implants, catheters, and endotracheal tubes (Chole and Faddis, 2002; Hubert et al., 2013; Percival et al., 2015). Previous studies using a wound infection model suggested that poly-microbial infections of MRSA and PA were more virulent than single species infections and that synergism exists between these species, which increases virulence (Hendricks et al., 2001; Pastar et al., 2013). In various types of chronic ear infections, MRSA and PA have been frequently isolated, and these bacteria co-exist; however, their interaction with each-other or with the host was previously unknown (Klein and Chan, 2010; Kim et al., 2015). In this study, we investigated MRSA and PA multi-species biofilm communities *in vitro* and their interaction with the host during *in vivo* colonization using an OM rat model.

CV microtiter plate assay results showed significantly increased biofilm biomass in multi-species biofilms of MRSA and PA in comparison with that of single species biofilms of either MRSA or PA. It was speculated that the matrix produced by the two bacterial species and cellular components of the bacteria contributes to increased biomass. It is suggested that Staphylococcus and Pseudomonas biofilm matrix consist of extracellular DNA (e-DNA) along with exopolysaccharides (Whitchurch et al., 2002; Eckhart et al., 2007). Staphylococcal biofilm accumulation is mediated by polysaccharide intercellular adhesion (PIA), modulated by gene products encoded by *ica* operon (Cramton et al., 1999), and can also form *ica*-independent biofilm, mediated by proteins binding of the extracellular matrix (Vergara-Irigaray et al., 2009). MRSA isolates are known to produce *ica*-independent biofilms (Fitzpatrick et al., 2005). While the PA biofilms matrix consists of alginate (a negatively charged polymer of guluronic and mannuronic acid), Psl (a neutral polysaccharide consisting of a pentasaccharide repeat containing glucose, mannose, and rhamnose), and Pel (positively charged exopolysaccharide composed of partially acetylated 1 → 4 glycosidic linkages of *N*-acetylgalactosamine and *N*-acetylglucosamine) (Franklin et al., 2011). However, MRSA CFU counts were significantly lower (by >2-fold) than those of PA. These results are in agreement with previous studies that demonstrated that *S. aureus* and PA are frequently found together in human infections, and that PA kills *S. aureus* when the two species are grown together in nutrient rich medium *in vitro* (Palmer et al., 2005, 2007; Voggu et al., 2006). The killing of *S. aureus* has been attributed to various exoproducts of PA such as LasA protease (Mansito et al., 1987), HQNO (Hoffman et al., 2006), *pel* and *psl* products (Qin et al., 2009), and pyocyanin (Dietrich et al., 2006). SEM images also confirmed the presence of few MRSA bacteria in multi-species biofilms; however, increased EPS matrix was visible in multi-species biofilms, compared to that in single species biofilms. Many studies have suggested that *S. aureus* can overcome this suppression and escape PA-mediated cell death by growing as SCVs, which are characterized as a respiration-defective subpopulation with an altered phenotype (Biswas et al., 2009; Nair et al., 2014). Moreover, *S. aureus* forms SCVs in the presence of HQNO produced by PA (Hoffman et al., 2006). In addition, these SCVs that were shown to form under stress of HQNO formed robust *in vitro* biofilms through the activation of SigB and the repression of agr (Mitchell et al., 2010). Our results also showed robust biofilm formation by MRSA 3903 in the presence of HQNO, when compared to that in the control. SEM results provided further evidence of significant biofilm formation in the presence of HQNO. This process has been suggested to be due to the activation of SigB and the repression of agr, which upregulates various cell surface proteins such as FnBA, which are involved in biofilm formation (Mitchell et al., 2008, 2009, 2010).

*S. aureus* and PA frequently colonize the upper respiratory tract and cause several chronic diseases including chronic OM, cholesteatoma, chronic adenoiditis, chronic sinusitis, post-operative trampansomay, and nasal polyposis (Bendouah et al., 2006; Boase et al., 2013). Furthermore, MRSA and PA have been frequently isolated from chronic ear infections such as CSOM (Jung et al., 2009; Kim et al., 2015). In this study, we used the OM rat model to study the interaction between MRSA and PA *in vivo*. We previously used this model to study the colonization of *S. aureus* and *Streptococcus pneumoniae* separately in the rat middle ear (Yadav et al., 2012, 2014, 2015a). Herein, we first evaluated the utility of the OM rat model for multi-species colonization. The results showed consistent recovery of MRSA or PA from the rat middle ear, which was associated with significant inflammation. We choose the OM rat model over other animal models because the rat middle ear is a natural habitat for *S. aureus* and PA, and because inflammation in the middle ear mucosa (due to bacterial challenge or infection) results in severe swelling that can be easily visualized by SEM; this tissue can also be easily recovered for gene expression studies.

The middle ear is a natural habitat for many bacteria including normal body flora or opportunistic pathogens. Both *S. aureus* and PA have been isolated from middle ear infections (Brook, 2003). Our *in vivo* results showed marked recovery of MRSA or PA after multi-species and single species inoculation with significant inflammation in the rat middle ear. In addition, no significant differences in CFU counts between MRSA and PA were observed after multi-species inoculation. These results indicate that MRSA and PA successfully colonized the rat middle ear with no significant inhibition of either species. Using wound infection and rabbit models, DeLeon et al. (2014) reported no inhibition of *S. aureus* in the presence of PA during multi-species *in vivo* colonization (DeLeon et al., 2014). Other studies also showed a lack of inhibition in the absence of nutrient rich medium, which could be due to the presence of SCVs of *S. aureus* (McNamara and Proctor, 2000; Filkins et al., 2015). Inflammation in the middle ear is a sign of infection; our results also detected significant inflammation in this tissue after inoculation with either MRSA or PA alone or in combination. The significant number of bacteria recovered (based on CFU counts) indicates that multi-species bacterial colonization was established in the middle ear. SEM analysis also confirmed the presence of biofilm-like structures that were deposited on the cilia of the middle ear after single or multi-species inoculation. However, those of MRSA or PA alone were indistinguishable. Similarly, Kaya et al. (2013) also detected poly-microbial biofilms of *S. aureus* and PA in the middle ear (Saunders et al., 2011; Kaya et al., 2013). In CRS patients, multi-species biofilms have been associated with increased mucosal inflammation, more severe osteitis, higher incidence of recurrent infection (Li et al., 2011; Dong et al., 2014) and postoperative outcome (Singhal et al., 2011), and post-surgery progressions (Bendouah et al., 2006).

To analyze differential gene expression in rat middle ear mucosae inoculated with MRSA or PA alone or in combination, RNA sequencing of the total transcriptome was performed. RNA-seq results detected significantly increased expression of defense-, immune-, response-, and inflammatory-related genes after multi-species colonization and decreased expression of signaling, development, and communication pathway genes. Interestingly, a total of 122 genes (62 upregulated and 160 downregulated) were exclusively differentially regulated by multi-species colonization, and these genes were not expressed with either MRSA or PA inoculation. 

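Genes called with MRSA + PA alone were also transcribed with the single inocula. HVM43_MOUSE, an immunoglobulin heavy chain segment, had 3.44 FPKM in media, 33.4 in MRSA, 4.50 in PA and 30.7 in MRSA + PA. MATN4, a cartilage matrix protein, was at 27.6, 15.3, 15.1 and 6.84 FPKM in the same order, COL2A1, the main cartilage collagen, at 12.0, 7.95, 26.5 and 2.12 FPKM, and MARK4, a microtubule kinase, at 77.3, 29.2, 7.18 and 6.21 FPKM. Among the 62 up and 160 down features, 57 and 160 were above 0 FPKM in at least 1 single inoculum. At 1 FPKM or more were 28 of the 62 in MRSA and 31 in PA, and 90 and 70 of the 160.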

Gene pathway analysis revealed that those genes are involved in the phagosome, antigen processing and presentation, influenza A infection, *Staphylococcus* infection, herpes virus infection, toxoplasmosis, and tuberculosis among others.

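Complement, killer cell, ubiquitin-like, chemokine and neuropeptide genes can be compared directly between MRSA + PA and each single inoculum. GAL, the neuropeptide galanin, differed by 1.24 and 2.44 (log2) from MRSA and from PA, UBD, a ubiquitin-like protein, by 0.76 and 1.51, and FCN2, a complement-activating lectin, by 0.97 and 0.57. CCL5, an attractant of T cells and NK cells, differed by 0.36 and 2.93 in the same order, KLRB1F, a killer cell receptor, by 0.36 and 2.62, and KLRD1, another receptor of NK cells (the feature of Table 2), by 0.23 and 1.70. CFI, the protease that inactivates complement fragments, differed by 0.67 and -0.42 in its feature of Table 2. NK and cytotoxic genes as a group were far closer between MRSA + PA and MRSA than between MRSA + PA and PA.

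**Figure D3:**
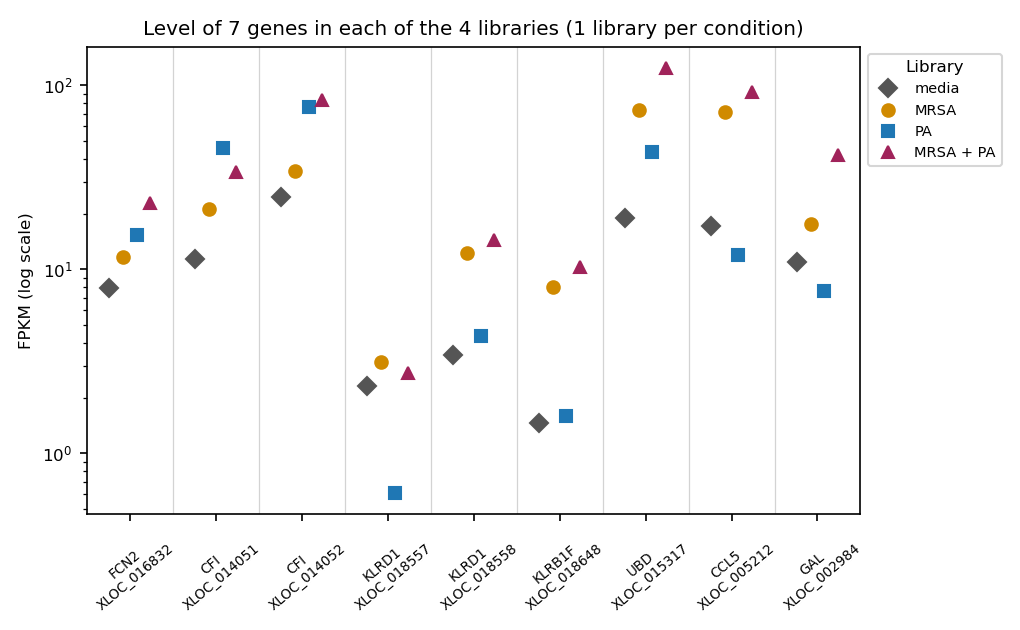
FPKM (log scale) of FCN2, CFI, KLRD1, KLRB1F, UBD, CCL5 and GAL in the media, MRSA, PA and MRSA + PA libraries, with 2 features each for CFI and KLRD1. Each point is 1 library, so no spread is drawn.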

*FCN2, CFI, KLRD1, KLRB1F, UBD, CCL5*, and *GAL* were significantly upregulated after multi-species inoculation and were either downregulated or insignificantly upregulated with MRSA or PA single inoculation. 

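FCN2 binds bacterial sugars and activates complement; its feature on chromosome 3 had 7.91 FPKM in media, 11.7 in MRSA, 15.5 in PA and 23.0 in MRSA + PA. The log2 differences from media were 0.56 in MRSA, 0.96 in PA and 1.53 in MRSA + PA. In the authors' deposited table p is 0.382 in MRSA, 0.256 in PA and 0.0423 in MRSA + PA, with a log2 ratio of 0.55, 0.92 and 1.53.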

The ficolin-2-encoding gene *FCN2*, was upregulated by 1.52-fold (*P* = 0.04) with multi-species infection and was downregulated after inoculation with MRSA or PA alone. Ficolin activates the lectin pathway of complement by specifically binding to lipoteichoic acid, a cell wall constituent of gram-positive bacteria, and initiates an innate anti-microbial immune response (Lynch et al., 2004). The *CFI* gene was significantly upregulated in multi-species infections and was downregulated with MRSA or PA alone. 

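CFI inactivates complement C3b and C4b. It has 2 features on chromosome 2: XLOC_014051, with 11.3 FPKM in media, 21.3 in MRSA, 45.5 in PA and 33.9 in MRSA + PA, and XLOC_014052, with 24.7 FPKM in media, 34.3 in MRSA, 76.4 in PA and 83.6 in MRSA + PA. XLOC_014051 had log2 differences from media of 0.90 in MRSA, 1.99 in PA and 1.57 in MRSA + PA, and XLOC_014052 had 0.47 in MRSA, 1.63 in PA and 1.76 in MRSA + PA. For XLOC_014051 the authors' deposited table gives p of 0.180 in MRSA, 0.0404 in PA and 0.0483 in MRSA + PA.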

*CFI* encodes complement factor I, which is involved in complement activation during cochlear responses to acoustic trauma (Patel et al., 2013). 

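KLRD1 (CD94) forms receptors for MHC class I on NK cells, and KLRB1F is a C-type lectin receptor of the same cells; both lie on chromosome 4. KLRD1 had 3.42 FPKM in media, 12.3 in MRSA, 4.36 in PA and 14.4 in MRSA + PA in the feature listed in Table 2, and 2.33 FPKM in media, 3.13 in MRSA, 0.609 in PA and 2.74 in MRSA + PA in a second feature of that name. KLRB1F had 1.46 FPKM in media, 8.04 in MRSA, 1.60 in PA and 10.3 in MRSA + PA. The log2 differences from media were 1.82 in MRSA, 0.34 in PA and 2.05 in MRSA + PA for KLRD1 and 2.39 in MRSA, 0.13 in PA and 2.75 in MRSA + PA for KLRB1F. In the authors' deposited table, p for KLRD1 is 0.0464 in MRSA, 0.811 in PA and 0.0351 in MRSA + PA, and p for KLRB1F is 0.0209, 0.948 and 0.0200.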

The *KLRD1* and *KLRB1F* genes encode the killer cell lectin-like receptor subfamily K, member 1 protein and killer cell lectin like receptor B1, which are involved in the activation of immune responses and cytotoxicity, were upregulated by 2.1- and 2.0-fold, respectively, after mixed culture inoculation, and were downregulated with MRSA or PA alone (Taniguchi et al., 2015). 

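UBD, which tags proteins for the proteasome and is induced by interferon-gamma and TNF, lies on chromosome 20 and had 19.0 FPKM in media, 73.4 in MRSA, 43.4 in PA and 124 in MRSA + PA. These are log2 differences from media of 1.94 in MRSA, 1.19 in PA and 2.70 in MRSA + PA. Against media, p is 0.00665 in MRSA, 0.202 in PA and 0.00275 in MRSA + PA in the authors' deposited table.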

The *UBD* gene, encoding the protein ubiquitin D, which is involved in cytokine-induced apoptosis in rat, was upregulated by mixed cultures and MRSA and was downregulated with PA alone (Brozzi et al., 2016). Similarly, the *CCL5* gene encodes chemokine (C-C Motif) ligand 5 protein. These chemokine proteins are involved in immunoregulatory and inflammatory processes. 

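CCL5 is secreted by T cells, NK cells and macrophages; on chromosome 10 it had 17.2 FPKM in media, 71.9 in MRSA, 12.0 in PA and 92.5 in MRSA + PA. Its log2 differences from media were 2.06 in MRSA, -0.51 in PA and 2.42 in MRSA + PA. The authors' deposited table gives p of 0.00985 in MRSA, 0.630 in PA and 0.0138 in MRSA + PA.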

CCL5 is an essential factor for the induction and maintenance of protective pneumococcal immunity (Palaniappan et al., 2006). The *GAL* gene encodes galanin peptides, and was upregulated by 1.9-fold or repressed with SA or PA, respectively. 

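GAL, a peptide of sensory nerves and some epithelia, lies on chromosome 1 and had 11.0 FPKM in media, 17.6 in MRSA, 7.61 in PA and 41.7 in MRSA + PA. As log2 differences from media these are 0.67 in MRSA, -0.53 in PA and 1.91 in MRSA + PA. The p-values of GAL in the authors' deposited table are 0.362 in MRSA, 0.604 in PA and 0.0307 in MRSA + PA.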

The galanin protein is involved in post-traumatic stress disorder and mild blast-induced traumatic brain injury (Kawa et al., 2016). The upregulation of important immune response- and cytotoxicity-related genes after multispecies inoculation indicates an enhanced host response, when compared to that after inoculation with MRSA and PA alone.

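NK and cytotoxic cell genes were the immune group furthest above a single inoculum in MRSA + PA. NCR1, an activating receptor of NK cells, differed by 0.25 (log2) from MRSA and 0.31 from PA, and CD27, a costimulator of T and NK cells, by -0.15 and 0.93. The NK list had a median of 0.25 against MRSA and 2.06 against PA, above 99.9% or more of the random lists. Against PA (percentile among random lists in brackets), MHC class II genes had 0.39 (99.9), chemokines 0.10 (94.8) and MHC class I processing 0.15 (82.2). Macrophages, 0.05 (30.3), and phagosomes, 0.02 (27.5), lay below most random lists against PA, and interferon-response genes, -0.27, below more than 99% of them. The medians against PA of T cells -0.09 (26.4), B cells -0.14 (25.5), neutrophils -0.08 (17.3), complement -0.08 (2.74), cytokines -0.07 (35.8), pattern recognition -0.01 (57.0) and antimicrobial genes -0.08 (8.78) were below 0, and above 0 after rescaling to equal FPKM sums, which moves all lists alike. Against MRSA, MHC class I processing had 0.08 (81.5). The other lists were below 0 against MRSA, and above 0 after the same rescaling: T cells -0.11 (6.31), B cells -0.35 (0.410), macrophages -0.26 (0), neutrophils -0.10 (7.30), MHC class II -0.10 (6.84), phagosomes -0.19 (0.0200), complement -0.09 (2.74), chemokines -0.14 (0.480), cytokines -0.20 (2.65), pattern recognition -0.13 (0.960), interferon response -0.18 (0.770) and antimicrobial genes -0.05 (16.3).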

*DLECI, ST8SIA2*, and *SSC5d* are important genes, which were downregulated with multi-species inoculation and either upregulated or insignificantly downregulated with MRSA or PA alone. 

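DLEC1, a protein of motile cilia, and ST8SIA2, an enzyme that adds polysialic acid to neural cell surfaces, were lowest in MRSA + PA. DLEC1, on chromosome 8, had 7.40 FPKM in media, 5.43 in MRSA, 3.64 in PA and 2.53 in MRSA + PA, log2 differences from media of -0.44 in MRSA, -1.01 in PA and -1.51 in MRSA + PA. ST8SIA2, on chromosome 1, had 8.97 FPKM in media, 5.06 in MRSA, 4.34 in PA and 2.84 in MRSA + PA, log2 differences of -0.81 in MRSA, -1.03 in PA and -1.63 in MRSA + PA. In the authors' deposited table, p for DLEC1 is 0.352 in MRSA, 0.141 in PA and 0.0350 in MRSA + PA, and p for ST8SIA2 is 0.171, 0.235 and 0.0496. The ciliated epithelium list was lower in PA and MRSA + PA as well.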

The *DLEC1* gene encodes the deleted in lung and esophageal cancer 1 protein (DLECI) that has tumor suppressive activities. The downregulation of this gene has been observed in several human cancers including lung, esophageal, renal, and head and neck squamous cell carcinoma (Zhang et al., 2015). Similarly, the *ST8SIA2* gene encodes alpha-2,8-sialyltransferase 2, which is involved in neuronal plasticity (Shaw et al., 2014). 

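SSC5D, a soluble scavenger receptor, lies on chromosome 1 and had 17.2 FPKM in media, 9.64 in MRSA, 8.13 in PA and 4.61 in MRSA + PA. Its differences from media (log2) were -0.83 in MRSA, -1.07 in PA and -1.88 in MRSA + PA, and -1.05 and -0.80 between MRSA + PA and each single inoculum. For SSC5D p is 0.0620 in MRSA, 0.0559 in PA and 0.00235 in MRSA + PA in the authors' deposited table.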

The *SSC5D* gene encodes scavenger receptor cysteine rich family member with 5 domains protein, which induces bacterial and fungal aggregation and subsequent inhibition of PAMP-induced cytokine release, and was also downregulated after multi-species inoculation. These results indicate that multi-species colonization triggers host responses that are different from those induced by infection with MRSA or PA alone. It has been previously reported that poly-microbial biofilms of *S. aureus* and PA, in a chronic wound infection model, significantly impair wound healing relative to that observed with their single-species biofilm counterparts. Multi-species biofilms also trigger enhanced host inflammatory responses through the expression of *IL-1*β and *TNF-*α (Seth et al., 2012). Similarly, Pastar et al. (2013) also detected significantly decreased re-epithelization with mixed species biofilms, via the suppression of keratinocyte growth factor-1. Moreover, in poly-microbial wound infections, the presence of PA induced the expression of *S. aureus* virulence factors including Panton-Valentine leucocidin and α-hemolysin (Pastar et al., 2013).

## Conclusion

This study demonstrated that MRSA and PA could co-exist in poly-microbial biofilms *in vitro*, and colonize the rat middle ear *in vivo*. The poly-microbial colonization of MRSA and PA induced the differential expression of a significant number of genes that are involved in immune response, inflammation, signaling, development, and defense; these were not expressed with single species colonization by either MSA or PA. These results indicate that poly-microbial colonization induces a host response that is different from that induced by single species infection. It is probable that poly-microbial infections were more virulent than single species infections. Thus, poly-microbial infections could modify the clinical course of disease, affecting the selection of antimicrobial therapy and the anticipated response to treatment.

## Author contributions

MY, designed research, did experiment, results analysis wrote manuscript. SC, evaluated results, chemical supply, facility arrangement, check manuscript. YG, protocol approval, animal work design, arrange reagent, and chemical facility. GI, protocol design, manuscript reading, manuscript review. JS, Protocol design, results analysis, manuscript review.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[B1] AndersS.PylP. T.HuberW. (2015). HTSeq–a python framework to work with high-throughput sequencing data. Bioinformatics 31, 166–169. 10.1093/bioinformatics/btu63825260700PMC4287950

[B2] BendouahZ.BarbeauJ.HamadW. A.DesrosiersM. (2006). Biofilm formation by *Staphylococcus aureus* and *Pseudomonas aeruginosa* is associated with an unfavorable evolution after surgery for chronic sinusitis and nasal polyposis. Otolaryngol. Head Neck Surg. 134, 991–996. 10.1016/j.otohns.2006.03.00116730544

[B3] BiswasL.BiswasR.SchlagM.BertramR.GötzF. (2009). Small-colony variant selection as a survival strategy for *Staphylococcus aureus* in the presence of *Pseudomonas aeruginosa*. Appl. Environ. Microbiol. 75, 6910–6912. 10.1128/AEM.01211-0919717621PMC2772425

[B4] BoaseS.ForemanA.ClelandE.TanL.Melton-KreftR.PantH.. (2013). The microbiome of chronic rhinosinusitis: culture, molecular diagnostics and biofilm detection. BMC Infect. Dis. 13:210. 10.1186/1471-2334-13-21023656607PMC3654890

[B5] BrookI. (2003). Microbiology and management of chronic suppurative otitis media in children. J. Trop. Pediatr. 49, 196–200. 10.1093/tropej/49.4.19612929878

[B6] BrozziF.GerloS.GriecoF. A.JuusolaM.BalhuizenA.LievensS.. (2016). Ubiquitin D regulates IRE1α/c-Jun N-terminal Kinase (JNK) protein-dependent apoptosis in pancreatic beta cells. J. Biol. Chem. 291, 12040–12056. 10.1074/jbc.M115.70461927044747PMC4933257

[B7] CholeR.FaddisB. (2002). Evidence for microbial biofilms in cholesteatomas. Arch. Otolaryngol. Head Neck Surg. 128, 1129–1133. 10.1001/archotol.128.10.112912365883

[B8] ChopraS.HarjaiK.ChhibberS. (2015). Antibiotic susceptibility of ica-positive and ica-negative MRSA in different phases of biofilm growth. J. Antibiot. 68, 15–22. 10.1038/ja.2014.9625074658

[B9] ChristensenG. D.SimpsonW. A.YoungerJ. J.BaddourL. M.BarrettF. F.MeltonD. M.. (1985). Adherence of coagulase-negative staphylococci to plastic tissue culture plates: a quantitative model for the adherence of staphylococci to medical devices. J. Clin. Microbiol. 22, 996–1006. 390585510.1128/jcm.22.6.996-1006.1985PMC271866

[B10] CramtonS. E.GerkeC.SchnellN. F.NicholsW. W.GötzF. (1999). The intercellular adhesion (ICA) locus Is present in *Staphylococcus aureus* and is required for biofilm formation. Infect. Immun. 67, 5427–5433. 1049692510.1128/iai.67.10.5427-5433.1999PMC96900

[B11] DeLeonS.ClintonA.FowlerH.EverettJ.HorswillA. R.RumbaughK. P. (2014). Synergistic interactions of *Pseudomonas aeruginosa* and *Staphylococcus aureus* in an *in vitro* wound model. Infect. Immun. 82, 4718–4728. 10.1128/IAI.02198-1425156721PMC4249327

[B12] DietrichL. E. P.Price-WhelanA.PetersenA.WhiteleyM.NewmanD. K. (2006). The phenazine pyocyanin is a terminal signalling factor in the quorum sensing network of *Pseudomonas aeruginosa*. Mol. Microbiol. 61, 1308–1321. 10.1111/j.1365-2958.2006.05306.x16879411

[B13] DobinA.DavisC. A.SchlesingerF.DrenkowJ.ZaleskiC.JhaS.. (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics 29, 15–21. 10.1093/bioinformatics/bts63523104886PMC3530905

[B14] DongD.YulinZ.XiaoW.HongyanZ.JiaL.YanX.. (2014). Correlation between bacterial biofilms and osteitis in patients with chronic rhinosinusitis. Laryngoscope 124, 1071–1077. 10.1002/lary.2442424114791

[B15] EckhartL.FischerH.BarkenK. B.Tolker-NielsenT.TschachlerE. (2007). DNase1L2 suppresses biofilm formation by *Pseudomonas aeruginosa* and *Staphylococcus aureus*. Br. J. Dermatol. 156, 1342–1345. 10.1111/j.1365-2133.2007.07886.x17459041

[B16] FazliM.BjarnsholtT.Kirketerp-MøllerK.JørgensenB.AndersenA. S.KrogfeltK. A.. (2009). Nonrandom distribution of *Pseudomonas aeruginosa* and *Staphylococcus aureus* in chronic wounds. J. Clin. Microbiol. 47, 4084–4089. 10.1128/JCM.01395-0919812273PMC2786634

[B17] FilkinsL. M.GraberJ. A.OlsonD. G.DolbenE. L.LyndL. R.BhujuS.. (2015). Coculture of *Staphylococcus aureus* with *Pseudomonas aeruginosa* drives *S. aureus* towards *fermentative metabolism and reduced viability in a cystic fibrosis model*. J. Bacteriol. 197, 2252–2264. 10.1128/JB.00059-1525917910PMC4524177

[B18] FitzpatrickF.HumphreysH.O'GaraJ. P. (2005). Evidence for ica ADBC_independent biofilm development mechanism in methicillin-resistant *Staphylococcus aureus* clinical isolates. J. Clin. Microbiol. 43, 1973–1976. 10.1128/JCM.43.4.1973-1976.200515815035PMC1081404

[B19] FlicekP.AhmedI.AmodeM. R.BarrellD.BealK.BrentS.. (2013). Ensembl 2013. Nucleic Acids Res. 41, D48–D55. 10.1093/nar/gks123623203987PMC3531136

[B20] FranklinM. J.NivensD. E.WeadgeJ. T.HowellP. L. (2011). Biosynthesis of the *Pseudomonas aeruginosa* extracellular polysaccharides, alginate, Pel, and Psl. Front. Microbiol. 2:167. 10.3389/fmicb.2011.0016721991261PMC3159412

[B21] GjødsbølK.ChristensenJ. J.KarlsmarkT.JørgensenB.KleinB. M.KrogfeltK. A. (2006). Multiple bacterial species reside in chronic wounds: a longitudinal study. Int. Wound J. 3, 225–231. 10.1111/j.1742-481X.2006.00159.x16984578PMC7951738

[B22] GutiérrezD.Ruas-MadiedoP.MartínezB.RodríguezA.GarcíaP. (2014). Effective removal of staphylococcal biofilms by the endolysin LysH5. Rohde H. PLoS ONE 9:e107307. 10.1371/journal.pone.010730725203125PMC4159335

[B23] Hall-StoodleyL.StoodleyP. (2009). Evolving concepts in biofilm infections. Cell. Microbiol. 11, 1034–1043. 10.1111/j.1462-5822.2009.01323.x19374653

[B24] HendricksK. J.BurdT. A.AnglenJ. O.SimpsonA. W.ChristensenG. D.GainorB. J. (2001). Synergy between *Staphylococcus aureus* and *Pseudomonas aeruginosa* in a rat model of complex orthopaedic wounds. J. Bone Joint Surg. 83, 855–861. 10.2106/00004623-200106000-0000611407793

[B25] HentzerM.TeitzelG. M.BalzerG. J.HeydornA.MolinS.GivskovM. (2001). Alginate overproduction affects *Pseudomonas aeruginosa* biofilm structure and function. overproduction affects *Pseudomonas aeruginosa* biofilm structure and function. *J*. Bacteriol. 183, 5395–401. 10.1128/JB.183.18.5395-5401.2001PMC9542411514525

[B26] HoffmanL. R.DezielE.D'ArgenioD. A.LepineF.EmersonJ.McNamaraS.. (2006). Selection for *Staphylococcus aureus* small-colony variants due to growth in the presence of *Pseudomonas aeruginosa*. Proc. Natl. Acad. Sci. U.S.A. 103, 19890–19895. 10.1073/pnas.060675610417172450PMC1750898

[B27] HubertD.Réglier-PoupetH.Sermet-GaudelusI.FerroniA.Le BourgeoisM.BurgelP.-R.. (2013). Association between *Staphylococcus aureus* alone or combined with *Pseudomonas aeruginosa* and the clinical condition of patients with cystic fibrosis. J. Cyst. Fibros. 12, 497–503. 10.1016/j.jcf.2012.12.00323291443

[B28] JungH.LeeS. K.ChaS.-H.ByunJ. Y.ParkM. S.YeoS. G. (2009). Current bacteriology of chronic otitis media with effusion: high rate of nosocomial infection and decreased antibiotic sensitivity. J. Infect. 59, 308–316. 10.1016/j.jinf.2009.08.01319715725

[B29] KawaL.BardeS.ArboreliusU. P.TheodorssonE.AgostonD.RislingM.. (2016). Expression of galanin and its receptors are perturbed in a rodent model of mild, blast-induced traumatic brain injury. Exp. Neurol. 279, 159–167. 10.1016/j.expneurol.2016.02.01926928087

[B30] KayaE.DagI.IncesuluA.GurbuzM. K.AcarM.BirdaneL. (2013). Investigation of the presence of biofilms in chronic suppurative otitis media, nonsuppurative otitis media, and chronic otitis media with cholesteatoma by scanning electron microscopy. Sci. World J. 2013:638715. 10.1155/2013/63871524288500PMC3826458

[B31] KimS. H.KimM. G.KimS. S.ChaS. H.YeoS. G. (2015). Change in detection rate of methicillin-resistant *Staphylococcus aureus* and *Pseudomonas aeruginosa* and their antibiotic sensitivities in patients with chronic suppurative otitis media. J. Int. Adv. Otol. 11, 151–156. 10.5152/iao.2015.110626381007

[B32] KleinJ.ChanS. (2010). Methicillin-resistant *Staphylococcus aureus* in middle ear fluid of children. Clin. Pediatr. 49, 66–68. 10.1177/000992280934246319628757

[B33] LiH.WangD.SunX.HuL.YuH.WangJ. (2011). Relationship between bacterial biofilm and clinical features of patients with chronic rhinosinusitis. Eur. Arch. Oto Rhino Laryngol. 269, 155–163. 10.1007/s00405-011-1683-y21739098

[B34] LiJ.TurnidgeJ.MilneR.NationR. L.CoulthardK. (2001). *In vitro* pharmacodynamic properties of colistin and colistin methanesulfonate against *Pseudomonas aeruginosa* isolates from patients with cystic fibrosis. Antimicrob. Agents Chem. 45, 781–785. 10.1128/AAC.45.3.781-785.200111181360PMC90373

[B35] ListerJ. L.HorswillA. R. (2014). *Staphylococcus aureus* biofilms: recent developments in biofilm dispersal. Front. Cell. Infect. Microbiol. 4:178. 10.3389/fcimb.2014.0017825566513PMC4275032

[B36] LivakK. J.SchmittgenT. D. (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2^−ΔΔCT^ Method. Methods 25, 402–408. 10.1006/meth.2001.126211846609

[B37] LyczakJ. B.CannonC. L.PierG. B. (2002). Lung infections associated with cystic fibrosis. Clin. Microbiol. Rev. 15, 194–222. 10.1128/CMR.15.2.194-222.200211932230PMC118069

[B38] LynchN. J.RoscherS.HartungT.MorathS.MatsushitaM.MaennelD. N.. (2004). L-Ficolin specifically binds to lipoteichoic acid, a cell wall constituent of gram-positive bacteria, and activates the lectin pathway of complement. J. Immunol. 172, 1198–1202. 10.4049/jimmunol.172.2.119814707097

[B39] MansitoT. B.FalcónM. A.MorenoJ.CarniceroA.Gutierrez-NavarroA. M. (1987). Effects of staphylolytic enzymes from *Pseudomonas aeruginosa* on the growth and ultrastructure of *Staphylococcus aureus*. Microbios 49, 55–64. 3104732

[B40] McNamaraP. J.ProctorR. A. (2000). *Staphylococcus aureus* small colony variants, electron transport and persistent infections. Int. J. Antimicrob. Agents 14, 117–122. 10.1016/S0924-8579(99)00170-310720801

[B41] MitchellG.BrouilletteE.SeguinD. L.AsselinA. E.JacobC. L.MalouinF. (2009). A role for sigma factor B in the emergence of Staphylococcus aureus small-colony variants and elevated biofilm production resulting from an exposure to aminoglycosides. Microb. Pathog. 48, 18–27. 10.1016/j.micpath.2009.10.00319825410

[B42] MitchellG.LamontagneC. A.BrouilletteE.GrondinG.TalbotB. G.GrandboisM.. (2008). Staphylococcus aureus SigB activity promotes a strong fibronectin-bacterium interaction which may sustain host tissue colonization by small-colony variants isolated from cystic fibrosis patients. Mol. Microbiol. 70, 1540–1555. 10.1111/j.1365-2958.2008.06511.x19007412

[B43] MitchellG.SéguinD. L.AsselinA.-E.DézielE.CantinA. M.FrostE. H.. (2010). *Staphylococcus aureus* sigma B-dependent emergence of small-colony variants and biofilm production following exposure to *Pseudomonas aeruginosa* 4-hydroxy-2-heptylquinoline-N- oxide. BMC Microbiol. 10:33. 10.1186/1471-2180-10-3320113519PMC2824698

[B44] NairN.BiswasR.GötzF.BiswasL. (2014). Impact of *Staphylococcus aureus* on pathogenesis in polymicrobial infections. Infect. Immun. 82, 2162–2169. 10.1128/IAI.00059-1424643542PMC4019155

[B45] PalaniappanR.SinghS.SinghU. P.SinghR.AdesE. W.BrilesD. E.. (2006). CCL5 Modulates pneumococcal immunity and carriage. J. Immunol. 176, 2346–2356. 10.4049/jimmunol.176.4.234616455992

[B46] PalmerK. L.AyeL. M.WhiteleyM. (2007). Nutritional cues control *Pseudomonas aeruginosa* multicellular behavior in cystic fibrosis sputum. J. Bacteriol. 189, 8079–8087. 10.1128/JB.01138-0717873029PMC2168676

[B47] PalmerK. L.MashburnL. M.SinghP. K.WhiteleyM. (2005). Cystic fibrosis sputum supports growth and cues key aspects of *Pseudomonas aeruginosa* physiology. J. Bacteriol. 187, 5267–5277. 10.1128/JB.187.15.5267-5277.200516030221PMC1196007

[B48] PastarI.NusbaumA. G.GilJ.PatelS. B.ChenJ.ValdesJ.. (2013). Interactions of methicillin resistant *Staphylococcus aureus* USA300 and *Pseudomonas aeruginosa* in polymicrobial wound infection. PLoS ONE 8:e56846. 10.1371/journal.pone.005684623451098PMC3579943

[B49] PatelM.HuZ.BardJ.JamisonJ.CaiQ.HuB. H. (2013). Transcriptome characterization by RNA-Seq reveals the involvement of the complement components in noise-traumatized rat cochleae. Neuroscience 248, 1–16. 10.1016/j.neuroscience.2013.05.03823727008PMC3868636

[B50] PercivalS. L.SulemanL.VuottoC.DonelliG. (2015). Healthcare-associated infections, medical devices and biofilms: risk, tolerance and control. J. Med. Microbiol. 64, 323–334. 10.1099/jmm.0.00003225670813

[B51] PostJ. C.StoodleyP.Hall–StoodleyL.EhrlichG. D. (2004). The role of biofilms in otolaryngologic infections. Curr. Opin. Otolaryngol. Head Neck Surg. 12, 185–190. 10.1097/01.moo.0000124936.46948.6a15167027

[B52] QinZ.YangL.QuD.MolinS.Tolker-NielsenT. (2009). *Pseudomonas aeruginosa* extracellular products inhibit staphylococcal growth, and disrupt established biofilms produced by *Staphylococcus epidermidis*. Microbiology 155, 2148–2156. 10.1099/mic.0.028001-019389780

[B53] SaundersJ.MurrayM.AllemanA. (2011). Biofilms in chronic suppurative otitis media and cholesteatoma: scanning electron microscopy findings. Am. J. Otolaryngol. 32, 32–37. 10.1016/j.amjoto.2009.09.01020036033

[B54] SethA. K.GeringerM. R.HongS. J.LeungK. P.GalianoR. D.MustoeT. A. (2012). Comparative analysis of single-species and polybacterial wound biofilms using a quantitative, *in vivo* rabbit ear model. PLoS ONE 7:e42897. 10.1371/journal.pone.004289722905182PMC3414496

[B55] ShawA. D.TiwariY.KaplanW.HeathA.MitchellP. B.SchofieldP. R.. (2014). Characterisation of genetic variation in ST8SIA2 and its interaction region in NCAM1 in patients with bipolar disorder. PLoS ONE 9:e92556. 10.1371/journal.pone.009255624651862PMC3961385

[B56] SinghalD.ForemanA.BardyJ.-J.WormaldP.-J. (2011). *Staphylococcus aureus* biofilms. Laryngoscope 121, 1578–1583. 10.1002/lary.2180521647904

[B57] SunJ.NishiyamaT.ShimizuK.KadotaK. (2013). TCC: an R package for comparing tag count data with robust normalization strategies. BMC Bioinformatics 14:219. 10.1186/1471-2105-14-21923837715PMC3716788

[B58] TaniguchiR.KoyanoS.SuzutaniT.GoishiK.ItoY.MoriokaI.. (2015). A Thr72Ala polymorphism in the NKG2D gene is associated with early symptomatic congenital cytomegalovirus disease. Infection 43, 353–359. 10.1007/s15010-015-0774-x25861030

[B59] TrapnellC.WilliamsB. A.PerteaG.MortazaviA.KwanG.van BarenM. J.. (2010). Transcript assembly and abundance estimation from RNA-Seq reveals thousands of new transcripts and switching among isoforms. Nat. Biotechnol. 28, 511–515. 10.1038/nbt.162120436464PMC3146043

[B60] Vergara-IrigarayM.ValleJ.MerinoN.LatasaC.GarcíaB.Ruiz-deL. M.. (2009). Relevant role of fibronectin-binding proteins in *Staphylococcus aureus* biofilm-associated foreign-body infections. Infect. Immun. 77, 3978–3991. 10.1128/IAI.00616-0919581398PMC2738049

[B61] VogguL.SchlagS.BiswasR.RosensteinR.RauschC.GötzF. (2006). Microevolution of cytochrome bd oxidase in staphylococci and its implication in resistance to respiratory toxins released by pseudomonas. J. Bacteriol. 188, 8079–8086. 10.1128/JB.00858-0617108291PMC1698191

[B62] WhitchurchC. B.Tolker-NielsenT.RagasP. C.MattickJ. S. (2002). Extracellular DNA required for bacterial biofilm formation. Science 295:1487. 10.1126/science.295.5559.148711859186

[B63] WozniakD. J.WyckoffT. J.StarkeyM.KeyserR.AzadiP.O'TooleG. A.. (2003). Alginate is not a significant component of the extracellular polysaccharide matrix of PA14 and PAO1. *Pseudomonas aeruginosa* biofilms. Proc. Natl. Acad. Sci. U.S.A. 100, 7907–7912. 10.1073/pnas.123179210012810959PMC164686

[B64] YadavM. K.ChaeS.-W.ImG. J.ChungJ.-W.SongJ.-J. (2015a). Eugenol: a phyto-compound effective against methicillin-resistant and methicillin-sensitive *Staphylococcus aureus* clinical strain biofilms. PLoS ONE 10:e0119564. 10.1371/journal.pone.011956425781975PMC4364371

[B65] YadavM. K.ChaeS.-W.SongJ.-J. (2012). *In Vitro Streptococcus pneumoniae* biofilm formation and *in vivo* middle ear mucosal biofilm in a rat model of acute otitis induced by S. pneumoniae. Clin. Exp. Otorhinolaryngol. 5, 139–144. 10.3342/ceo.2012.5.3.13922977710PMC3437414

[B66] YadavM. K.GoY. Y.ChaeS.-W.SongJ.-J. (2015b). The small molecule dam inhibitor, pyrimidinedione, disrupts *Streptococcus pneumoniae* biofilm growth *in vitro*. PLoS ONE 10:e0139238. 10.1371/journal.pone.013923826431532PMC4592238

[B67] YadavM. K.ParkS.-W.ChaeS.-W.SongJ.-J. (2014). Sinefungin, a natural nucleoside analogue of s-adenosylmethionine, inhibits *Streptococcus pneumoniae* biofilm growth. Biomed Res. Int. 2014:156987. 10.1155/2014/15698725050323PMC4094849

[B68] ZhangL.ZhangQ.LiL.WangZ.YingJ.FanY.. (2015). DLEC1, a 3p tumor suppressor, represses NF-κB signaling and is methylated in prostate cancer. J. Mol. Med. 93, 691–701. 10.1007/s00109-015-1255-525648635

How the deposited data were processed for this re-analysis (not part of the article)

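RNA of the middle ear mucosa of rats given medium, MRSA, PA or both species was sequenced by the authors, with 1 library per condition and 4 libraries in all. Conditions were taken from the sample titles and source names and the paper's description of the groups, since the treatment label describes MRSA for all samples; whether a library holds RNA of 1 rat or of several is not stated. The authors' deposited expression table gives FPKM for 27832 features, made by the authors from reads that passed their quality filter, were mapped with STAR 2.3.0e and were quantified with Cufflinks 2.1.1, both named in the submitters' processing notes; these values are scaled to transcript length and library size. The log2 values in the authors' deposited comparison tables are the log2 ratio, inoculated over media, of 2 values in the same line that the authors scaled further, and are infinite where a library is listed at 0. Checked against the FPKM ratio, their median offset is -0.02 in MRSA, -0.05 in PA and -0.01 in MRSA + PA, and for 1 feature in PA, C3, the table lists 0 in place of the ratio. The p-value and q-value columns of the authors' deposited comparison tables come from the authors' test of 1 library against 1 library; the submitters' processing notes name edgeR and the paper's methods TCC, and the tables themselves do not name the tool. Of the 12 columns of the comparison tables that give values of the same libraries again, 6 were used, for that check alone. FPKM gives no read counts, so the number of reads behind each value and its counting precision are unknown. The paper's Figures 7A,B give the read totals of the libraries. No interval was put around the value of any feature. The 95% intervals named under the alternatives belong to list medians and correlations.

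Each log2 difference was computed as the log2 ratio of 2 libraries after 0.1 FPKM was added to both, for the 15944 features with a mean of at least 1 FPKM over the 4 libraries. All 6 pairs of libraries were compared, and features at least 2-fold apart were counted; no test was made, since 1 library per condition leaves no spread to test against. The authors' calls were counted at p under 0.05, the threshold of the paper's results and of Fig. 8, by direction and by overlap of features. The paper's methods name q under 0.05 instead, which is counted here as an alternative. Elsewhere, the paper's threshold means p under 0.05. Members of 33 gene lists, written from textbook knowledge, were matched on gene symbol, and each gene was represented by the feature with the highest mean FPKM, except that the retroviral and LINE list takes every feature of those names. A list's median log2 difference was set beside the medians of 10000 random lists of the same size, drawn from 20 bins of mean expression. Overlaps and correlations between the 3 comparisons, which share the media library, were set beside 100 simulated draws. In these, all 4 libraries vary around the same mean with the spread of the 3 inoculated libraries. This spread includes any real differences between them and does not bound a deviation of the media library.

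Genes were named by a rule: every gene that the paper names in its results, discussion and Tables 2 to 4, whose printed values had been seen beforehand; for each comparison with media, the 10 named features furthest from media in each direction with a mean of at least 5 FPKM; for MRSA + PA against each single species, the 5 furthest in each direction; and in each list, the 4 members with the highest mean and the 3 with the largest difference. Features without a gene name are not named, and some genes that the rule selects are not reported here. KRT10, KRTDAP, FLG and KRT75 are named outside this rule, after their values were seen.

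The alternatives were 1 or 0.01 FPKM added in place of 0.1; median-of-ratios scaling over features above 1 FPKM in every library; libraries rescaled to equal FPKM sums, counted without the skeletal muscle list, which features under 300 bp dominate; no filter or a mean of at least 5 FPKM; a log2 difference of at least 1.5 or a 1.5-fold difference; and for the authors' calls q under 0.05, p under 0.01, a mean of at least 1 FPKM, or both single species within 1.5-fold of media. Features of at least 300 bp, and features above 0 FPKM in all 4 libraries, were added as alternatives after the data were seen, as were the count of features without the skeletal muscle list and, for features called in MRSA + PA alone, 1 or 0.01 FPKM added. The arithmetic was tested on simulated data with noise of 0.25 times the spread between the inoculated libraries, which says nothing of how many unchanged features pass 2-fold at the real noise: of 50 features given each of 4-fold or 8-fold differences up or down, all 50 were found in each of 3 simulated comparisons. Of 100 random lists 5, 6 and 7 fell outside the central 95% of their own random lists. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Reads, the reference genome and the paper's bacterial, imaging and RT-PCR measurements were not analysed here, apart from the values printed in Table 4.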

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

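The test of non-keratin members and the list of cornified epidermis genes were chosen only after the PA result was seen; the bound for the hair follicle genes was set before they were counted. Genes of dividing cells, which the paper does not discuss as a group, lay above the media library with every inoculum. The cell cycle list (28 genes) had medians of 1.15 in MRSA, 1.50 in PA and 1.28 in MRSA + PA (log2), each above all 10000 random lists. MKI67, a mark of proliferating nuclei (1 of 2 features), had 1.20 FPKM in media, 3.04 in MRSA, 5.15 in PA and 2.78 in MRSA + PA; CDK1, the kinase that starts mitosis, 4.93, 15.2, 14.5 and 13.3 FPKM; and RRM2, which supplies nucleotides for DNA synthesis (1 of 2 features), 2.63, 8.08, 13.5 and 9.09 FPKM. With 1 FPKM added the medians were 0.88, 1.15 and 0.89, and after rescaling to equal FPKM sums the MRSA median was 0.88. Genes for making multiple cilia (8 genes) had medians of 0.87, 1.03 and 0.67 in MRSA, PA and MRSA + PA, of which that in PA passed 2-fold; among members with a mean of at least 5 FPKM it was 0.15 and with 1 FPKM added 0.55. This list shares cell division genes: PLK4, a kinase that duplicates centrioles, had 1.11, 4.16, 3.84 and 3.86 FPKM, STIL, its partner, 0.373, 1.34, 1.52 and 0.868 FPKM and CCNB1, a mitotic cyclin, 2.95, 7.37, 10.9 and 7.53 FPKM.

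In PA, secretory and squamous epithelial genes lay above media as lists, and the paper discusses neither as a group. The mucosal secretion list had a median of 1.32 in PA, 0.26 in MRSA (-0.0149 after rescaling to equal FPKM sums) and -0.26 in MRSA + PA (0.03 among members with a mean of at least 5 FPKM). MUC5B, a gel-forming mucin, had 8.82 FPKM in media, 16.5 in MRSA, 86.1 in PA and 5.40 in MRSA + PA, TFF3, a peptide secreted with mucins, 0.246, 0.887, 6.87 and 0.230 FPKM, and SCGB1A1, the club cell secretoglobin, log2 differences of 1.70 in MRSA, 2.63 in PA and 2.01 in MRSA + PA, while CLCA1, a goblet cell protein, had 22.6, 3.52, 5.88 and 3.47 FPKM and BPIFA1, the most abundant of the list, 25725, 11118, 7472 and 13362 FPKM, both lower in PA than in media. The keratin and squamous epithelium list had a median of 1.73 in PA, 0.27 in MRSA (-0.00273 after the same rescaling) and 0.54 in MRSA + PA. KRT14, a keratin of basal cells, had 136, 161, 483 and 256 FPKM, KRT17, a keratin of activated epithelium, 8.45, 25.1, 95.2 and 65.3 FPKM, and KRT4, a keratin of non-cornified mucosa, 5.80, 1.02, 0.753 and 1.57 FPKM. Directly compared, MRSA + PA lay -1.24 (log2) from PA for the mucosal secretion list and -0.80 for the keratin list, both below all 10000 random lists.

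Cornified epidermis genes went furthest in PA. Of 34 such genes 30 were found; 27 were at least 2-fold higher than media in PA, 6 in MRSA and 6 in MRSA + PA, 4 reached 1 FPKM in media, and 6 also belong to the keratin list; KRT10, a keratin of cornifying cells, had 2.85, 2.10, 456 and 2.10 FPKM, SBSN, a secreted epidermal protein, 0.428, 0.922, 172 and 0.489 FPKM, KRTDAP, a marker of cornifying cells, 0, 0, 45.3 and 0 FPKM and FLG, filaggrin, 0.0263, 0.0232, 8.84 and 0.0237 FPKM. Reads shared between keratin genes are argued against by 23 of 26 members that are not keratins, which were at least 4-fold higher in PA. Haired skin that transcribes hair follicle genes is argued against: 1 of 28 reached 1 FPKM and 2-fold in PA (KRT75, 0.127, 0.0668, 3.07 and 0.139 FPKM). Only 8 of the 28 are not keratins. Skin whose follicles make little of these transcripts would give the same values, so the test cannot exclude it. The PA sample may hold cornified epithelium with few hair follicle transcripts, or its mucosa may have responded to PA. Both stay open, untested and confounded with the library.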

How the results depend on the processing

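The alternatives chosen after seeing the data were features of at least 300 bp, counts without the skeletal muscle list, features above 0 FPKM in all 4 libraries, and 1 or 0.01 FPKM added for the features called in MRSA + PA alone. Of the counts, list medians and correlations, those that stayed within their own 95% interval, or within 1.5 times for a count, were 113 of 137 with 1 FPKM added, 132 of 137 with 0.01, 135 of 137 under median-of-ratios scaling and 117 of 135 after rescaling to equal FPKM sums. They were 104 of 117 without a filter, 104 of 120 at a mean of at least 5 FPKM, 117 of 117 for features of at least 300 bp, 12 of 15 without the muscle list, 4 of 4 for features detected at 1 FPKM, 0 of 12 at a log2 difference of at least 1.5 and 0 of 12 at 1.5-fold. Counts of the authors' calls stayed within 1.5 times in 0 of 24 with q under 0.05, 6 of 24 with p under 0.01, 12 of 24 at a mean of at least 1 FPKM, 10 of 24 above 0 in all libraries and 0 of 4 with both single species within 1.5-fold of media. Of 1350 log2 differences of named genes, 999 stayed within 1.5-fold with 1 FPKM added and 1178 with 0.01. The scaling alternatives multiply all genes of a library by 1 factor, so the order of genes within it stays as it was. No list median at least 2-fold from media changed sign under the filters, and those nearer 0 that did are given beside their lists. A median that stayed within its interval may still have changed sign, since some intervals are wide. The neuron median in MRSA went from 0.59 to -0.36 without a filter, inside its interval of -1.31 to 0.88. With 1 library per condition no library could be left out, and no paired analysis was possible because the labels pair no samples. The read count behind each FPKM value is unknown, so low values, and above all features listed at 0, carry an unknown counting error. Stricter thresholds and filters lower the counts by construction, and looser ones raise them; for every other value given here the cause was not tested.

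With 1 FPKM added, the features counted as 2-fold apart were 155 higher and 593 lower for MRSA + PA against MRSA and 260 higher and 433 lower for MRSA + PA against PA. List medians in MRSA + PA were -4.53 for skeletal muscle, 1.41 for T cell, 0.63 for B cell and plasma cell and 0.89 for cell cycle. List medians in MRSA were -1.31 for skeletal muscle, 0.88 for cell cycle and 0.17 for melanocyte. List medians in PA were -4.50 for skeletal muscle, 1.44 for T cell and 1.15 for cell cycle. There were 5 lists at least 2-fold higher in MRSA, 2 lists at least 2-fold lower in MRSA and 5 lists at least 2-fold higher in PA. Features of Table 3 at least 2-fold apart were 15 for MRSA against media, 43 for PA against media, 34 for MRSA + PA against MRSA, 13 for MRSA + PA against PA and 12 for MRSA + PA against both single species. Among features called up in MRSA + PA alone in the authors' deposited tables there were 13 at least 2-fold from both single species. Among features called down in MRSA + PA alone in the authors' deposited tables there were 23 at least 2-fold from both single species.

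With 0.01 FPKM added, the list median in MRSA + PA was -7.66 for skeletal muscle. The list median in PA was -7.18 for skeletal muscle. Features of Table 3 at least 2-fold apart were 52 for MRSA + PA against PA and 52 for MRSA + PA against both single species. Among features called down in MRSA + PA alone in the authors' deposited tables there were 104 at least 2-fold from both single species.

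Under median-of-ratios scaling, the list median in MRSA + PA was 0.19 for ribosomal proteins. The list median in PA was -0.00132 for ribosomal proteins.

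After rescaling to equal FPKM sums, the features counted as 2-fold apart were 1280 lower for MRSA against media and 704 higher and 535 lower for MRSA + PA against MRSA. List medians in MRSA + PA were -0.84 for ciliated epithelium, 1.44 for cell cycle, 0.41 for ribosomal proteins and 0.57 for housekeeping. List medians in MRSA were -1.68 for skeletal muscle, 0.25 for MHC class I processing, 0.88 for cell cycle, -0.11 for ribosomal proteins, -0.73 for endothelium, -1.34 for Schwann cell and myelin, -0.0105 for melanocyte, -0.0121 for housekeeping and -0.48 for retroviral and LINE elements. Features of Table 2 at least 2-fold apart were 13 for MRSA + PA against MRSA and 7 for MRSA + PA against both single species.

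Without a filter, the features counted were 2055 higher and 2780 lower for MRSA + PA against media, 2310 higher and 2024 lower for MRSA against media and 2921 higher and 2638 lower for PA against media. For the other comparisons they were 812 higher and 1961 lower for MRSA + PA against MRSA, 925 higher and 1816 lower for MRSA + PA against PA and 1638 higher and 1564 lower for MRSA against PA. The list median in PA was -0.0195 for retroviral and LINE elements.

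Among features with a mean of at least 5 FPKM, the features counted were 696 higher and 560 lower for MRSA + PA against media, 756 higher and 355 lower for MRSA against media and 835 higher and 596 lower for PA against media. For the other comparisons they were 105 higher and 425 lower for MRSA + PA against MRSA, 189 higher and 273 lower for MRSA + PA against PA and 398 higher and 242 lower for MRSA against PA. The list median in MRSA + PA was -1.49 for retroviral and LINE elements. The list median in PA was 0.61 for B cell and plasma cell. There were 2 lists at least 2-fold lower in PA. The correlation across genes was 0.70 for MRSA and MRSA + PA.

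At a log2 difference of at least 1.5, the features counted were 660 higher and 721 lower for MRSA + PA against media, 723 higher and 331 lower for MRSA against media and 934 higher and 706 lower for PA against media. For the other comparisons they were 117 higher and 501 lower for MRSA + PA against MRSA, 201 higher and 380 lower for MRSA + PA against PA and 482 higher and 324 lower for MRSA against PA.

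At 1.5-fold, the features counted were 2353 higher and 2285 lower for MRSA + PA against media, 2374 higher and 1692 lower for MRSA against media and 2980 higher and 2373 lower for PA against media. For the other comparisons they were 686 higher and 1683 lower for MRSA + PA against MRSA, 940 higher and 1594 lower for MRSA + PA against PA and 1637 higher and 1240 lower for MRSA against PA.

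Leaving the skeletal muscle list out, the correlation across genes was 0.66 for MRSA and PA, 0.73 for MRSA and MRSA + PA and 0.73 for PA and MRSA + PA.

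With q under 0.05, the authors' deposited tables call up 36 in MRSA, 60 in PA, 20 in MRSA + PA, 8 in MRSA + PA only, 9 in MRSA + PA and MRSA only, 1 in MRSA + PA and PA only, 2 in all 3 inocula, 25 in MRSA only, 57 in PA only and 0 in MRSA and PA only. Of features called up in MRSA + PA alone in the authors' deposited tables there were 4 at least 2-fold from both single species. The authors' deposited tables call down 10 in MRSA, 50 in PA, 117 in MRSA + PA, 73 in MRSA + PA only, 3 in MRSA + PA and MRSA only, 37 in MRSA + PA and PA only, 4 in all 3 inocula, 3 in MRSA only, 9 in PA only and 0 in MRSA and PA only. Of features called down in MRSA + PA alone in the authors' deposited tables there were 10 at least 2-fold from both single species.

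With p under 0.01, the authors' deposited tables call up 270 in MRSA, 281 in PA, 126 in MRSA + PA, 21 in MRSA + PA only, 41 in MRSA + PA and MRSA only, 48 in all 3 inocula, 163 in MRSA only and 18 in MRSA and PA only. Of features called up in MRSA + PA alone in the authors' deposited tables there were 13 at least 2-fold from both single species. The authors' deposited tables call down 157 in MRSA, 276 in PA, 312 in MRSA + PA, 22 in MRSA + PA and MRSA only, 58 in all 3 inocula, 61 in MRSA only and 16 in MRSA and PA only. Of features called down in MRSA + PA alone in the authors' deposited tables there were 33 at least 2-fold from both single species.

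Among features with a mean of at least 1 FPKM, the authors' deposited tables call up 35 in MRSA + PA only and 155 in PA only. Of features called up in MRSA + PA alone in the authors' deposited tables there were 12 at least 2-fold from both single species. The authors' deposited tables call down 385 in MRSA + PA, 92 in MRSA + PA only, 46 in MRSA + PA and MRSA only, 84 in MRSA + PA and PA only, 71 in MRSA only and 45 in PA only. Of features called down in MRSA + PA alone in the authors' deposited tables there were 36 at least 2-fold from both single species.

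Among features above 0 FPKM in all 4 libraries (chosen after seeing the data), the authors' deposited tables call up 307 in PA, 25 in MRSA + PA only, 9 in MRSA + PA and PA only and 117 in PA only. Of features called up in MRSA + PA alone in the authors' deposited tables there were 5 at least 2-fold from both single species. The authors' deposited tables call down 304 in PA, 343 in MRSA + PA, 84 in MRSA + PA only, 39 in MRSA + PA and MRSA only, 68 in MRSA + PA and PA only and 49 in PA only. Of features called down in MRSA + PA alone in the authors' deposited tables there were 26 at least 2-fold from both single species.

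With both single species within 1.5-fold of media, of features called up in MRSA + PA alone in the authors' deposited tables there were 8 in all and 8 at least 2-fold from both single species. Of features called down in MRSA + PA alone in the authors' deposited tables there were 10 in all and 7 at least 2-fold from both single species.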

Differences from the paper's values

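The log2 ratios set beside the paper's values have nothing added to the FPKM. For C3 in PA, Table 2 of the paper prints 0, and the ratio of the FPKM values is 2.62 (log2); the authors' deposited table lists 0 with p 1 for it. The alternatives set before the data were examined give 2.58 with 1 FPKM added, 2.62 with 0.01, 2.54 under median-of-ratios scaling and 2.58 after rescaling to equal FPKM sums, and all differ from the paper's value. The paper's text gives 122 features as called in MRSA + PA alone, with 62 up and 160 down, and the authors' deposited tables hold 222 at the paper's threshold. Of the alternatives, p under 0.01 (128) and a mean of at least 1 FPKM (127) lie within 1.5 times the paper's 122 and q under 0.05 (81) does not, while the paper's own 62 and 160 sum to 222. The paper describes 42 genes of Table 2 as called up with the mixed inoculum alone; the table lists 44 features, of which the authors' deposited tables call 9 in MRSA + PA alone, 0 with q under 0.05, 2 with p under 0.01 and 9 with a mean of at least 1 FPKM, and all differ. For Table 3 the paper's text gives 88 genes and 87 features are listed.

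For KLRB1F in MRSA + PA the paper's text gives 2.0 and its Table 2 gives 2.82, and the log2 ratio is 2.83. With 1 FPKM added the ratio is 2.21 and lies within 1.5-fold of the value in the text. With 0.01 FPKM (2.82), under median-of-ratios scaling (2.69) and after rescaling to equal FPKM sums (2.91) it does not. The paper's values called fold changes match log2 ratios: within 0.1 lie 131 of 132 values of Table 2, 228 of 228 of Table 3 and 54 of 54 RNA-seq values of Table 4. On a linear scale, MRSA + PA is 2.91 times media for FCN2 (the paper's 1.52), 4.22 for KLRD1 (the paper's 2.1), 7.10 for KLRB1F and 3.79 for GAL (the paper's 1.9). Table 3 prints inf without a sign for 30 features, all listed at 0 in MRSA + PA, and 1 p-value of the table lies above 1.

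The paper describes FCN2, CFI, KLRD1 and KLRB1F as lower than media with each single inoculum, and UBD as lower with PA. With 0.1 FPKM added, the log2 differences from media are 0.56 in MRSA and 0.96 in PA for FCN2, 0.90 in MRSA and 1.99 in PA for CFI, 1.82 in MRSA and 0.34 in PA for KLRD1 and 2.39 in MRSA and 0.13 in PA for KLRB1F, and 1.19 in PA for UBD. For GAL in PA (-0.53) and UBD in MRSA (1.94) the direction is as the paper gives it. The paper describes the 7 genes as either lower or not called with the single inocula; the authors' deposited tables call KLRD1, KLRB1F, UBD and CCL5 up in MRSA and CFI up in PA at the paper's threshold, which is 5 of 14 gene and inoculum pairs. For KLRD1 in MRSA, Table 2 prints p 0.05635, which is not under that threshold, and the authors' deposited table gives 0.0464. The paper also states that genes called with the mixed inoculum alone were absent with the single inocula; 57 of the 62 up features and 160 of the 160 down features were above 0 FPKM in at least 1 single-species library.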

Other observations

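Several enzymes of bone resorption and matrix breakdown were highest in MRSA + PA. MMP13, a collagenase of bone and cartilage, had 1366 FPKM in media, 519.5 in MRSA, 587 in PA and 2388 in MRSA + PA; CTSK, the protease of osteoclasts, 1172, 1259.8, 659 and 2491 FPKM; and ATP6V0D2, a proton pump subunit of the same cells, 53.9, 69.4, 29.7 and 113 FPKM. MMP3, a stromelysin, was highest in media (46.2, 6.51, 13.3 and 20.3 FPKM in the same order) and MMP7, an epithelial matrix protease, in MRSA (0.579, 12.3, 9.02 and 1.77 FPKM). As a list the proteases had medians of 0.43 in MRSA + PA, -0.13 in MRSA and -0.23 in PA (log2), at percentiles of 99.9, 2.17 and 1.30 among random lists.

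The ribosomal, housekeeping, endothelial, melanocyte and hypoxia lists, which belong to no claim, had medians within 2-fold of media, given for MRSA, PA and MRSA + PA in turn (log2). Ribosomal proteins stood at 0.17, 0.07 and 0.25 (-0.11 in MRSA after rescaling to equal FPKM sums and -0.00132 in PA under median-of-ratios scaling). Housekeeping genes stood at 0.26, 0.08 and 0.40 (-0.0121 in MRSA after the same rescaling), and endothelial genes at -0.45, -0.12 and -0.08 (0.08 in MRSA + PA after it). Melanocyte genes, of which 3 passed the filter, had 0.25, 0.08 and 0.64 (-0.0105 in MRSA after rescaling, -0.12 in PA without a filter). Hypoxia and glycolysis genes had 0.19, 0.01 and 0.08, changing sign after rescaling in MRSA (-0.09) and PA (-0.02), under median-of-ratios scaling in PA (-0.05) and without a filter in MRSA + PA (-0.0115).

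The tests of muscle transcripts and of the calls made in MRSA + PA alone, and the grouping of features by the libraries that hold them, were chosen only after the results were seen. A feature counted as held by a library at 30% or more of its highest level, which had to reach 10 FPKM, and as missing at 3% or less. Held by PA and missing in the other 3 libraries were 56 features, 15 of them unnamed, among them IL36G, an epithelial cytokine of the interleukin-1 family (0, 0, 14.7 and 0 FPKM). Held by media and MRSA and missing in PA and MRSA + PA were 70 features, of which 39 belong to the skeletal muscle list.

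The lower muscle transcripts of the inoculated libraries have candidate technical sources. Muscle transcripts crowding out other genes in the media library are argued against by the small share of the list: removing its 2.22% of the FPKM of longer features would shift all other genes by 0.0324 (log2). Less muscle tissue in the MRSA sample predicts 1 factor for all muscle genes: for the 57 of 72 list genes whose PA and MRSA + PA levels are under 5% of media, the log2 differences of MRSA from media had an interquartile range of 0.324, at a median of 35.9% of the media level. The MRSA library may therefore hold about that share of the muscle of the media library. In the RT-PCR values printed in Table 4, the muscle genes fell more in MRSA than in PA, against the order of the FPKM values. Whether scraping depth or the infection set the share is confounded with the libraries and was not tested.

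Calls of lower features at low FPKM depend on whether the inoculated library is listed at 0. The test of this was not limited to the features called in MRSA + PA alone. For features at 0.4 to 2 FPKM in media, the authors' deposited tables call 70.0% lower (306 of 437) where the inoculated library is listed at 0 and 1.46% (8 of 549) where it is above 0 and under 0.1 FPKM, 48.1 times apart. Of the 160 features called lower in MRSA + PA alone, 40.6% were at least 2-fold lower there than in both single-species libraries; 76 of the 160 are listed at 0 there, so the count of 65 is 23 with 1 FPKM added and 104 with 0.01, and this test does not settle the matter. Among the 84 above 0 FPKM in all 4 libraries, 26 were, and for the others the calls may separate similar levels of MRSA + PA and a single inoculum. A biological difference between the mixed and the PA inoculum stays open and was not tested.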
